# Animal and vegetal materials of mouse oocytes segregate at first zygotic cleavage: a simple mechanism that makes the two-cell blastomeres differ reciprocally from the start

**DOI:** 10.1093/molehr/gaae045

**Published:** 2024-12-30

**Authors:** Thomas Nolte, Reza Halabian, Steffen Israel, Yutaka Suzuki, Roberto A Avelar, Daniel Palmer, Georg Fuellen, Wojciech Makalowski, Michele Boiani

**Keywords:** animal model, blastomere, embryo development, fertilization, gene expression, ICSI, oocyte

## Abstract

Recent advances in embryology have shown that the sister blastomeres of two-cell mouse and human embryos differ reciprocally in potency. An open question is whether the blastomeres became different as opposed to originating as different. Here we wanted to test two relevant but conflicting models: one proposing that each blastomere contains both animal and vegetal materials in balanced proportions because the plane of first cleavage runs close to the animal–vegetal axis of the fertilized oocyte (meridional cleavage); and the other model proposing that each blastomere contains variable proportions of animal and vegetal materials because the plane of the first cleavage can vary – up to an equatorial orientation – depending on the topology of fertilization. Therefore, we imposed the fertilization site in three distinct regions of mouse oocytes (animal pole, vegetal pole, equator) via ICSI. After the first zygotic cleavage, the sister blastomeres were dissociated and subjected to single-cell transcriptome analysis, keeping track of the original pair associations. Non-supervised hierarchical clustering revealed that the frequency of correct pair matches varied with the fertilization site (vegetal pole > animal pole > equator), thereby, challenging the first model of balanced partitioning. However, the inter-blastomere differences had similar signatures of gene ontology across the three groups, thereby, also challenging the competing model of variable partitioning. These conflicting observations could be reconciled if animal and vegetal materials were partitioned at the first cleavage: an event considered improbable and possibly deleterious in mammals. We tested this occurrence by keeping the fertilized oocytes immobilized from the time of ICSI until the first cleavage. Image analysis revealed that cleavage took place preferentially along the short (i.e. equatorial) diameter of the oocyte, thereby partitioning the animal and vegetal materials into the two-cell blastomeres. Our results point to a simple mechanism by which the two sister blastomeres start out as different, rather than becoming different.

## Introduction

It is still unclear why the blastomeres of the two-cell mammalian embryo differ in cell potency from one another, as shown in mice (Piotrowska *et al.*, 2001; Casser *et al.*, 2017) and also reported more recently in humans (Junyent *et al.*, 2024). This question is intimately connected to the other question of how the fertilized oocyte (zygote) divides mitotically to form the two blastomeres. However, there is diversity of opinions even on such a basic cytological event. One prevalent model in mice posits that the first zygotic cleavage proceeds along the meridian that connects the oocyte’s animal (A) and vegetal (V) pole, irrespective of the sperm entry point. Oocyte polarity is not as plainly visible in mice and in most mammals as it is in other organisms, for example, *Xenopus laevis*, therefore, the A pole is assumed to be located where the second polar body (PB2) is extruded upon fertilization, and the diametrically opposite side is, by default, the V pole (Zernicka-Goetz, 1998; Tam, 2002; Simerly *et al.*, 2019). Following the mindset of the above model, cleavage would be predetermined, and each two-cell blastomere would contain both A and V materials in balanced proportions. A second, equally prevalent model posits that the first cleavage axis is not predetermined, instead, it is acquired after fertilization, being influenced by the apposition of the two pronuclei in the ooplasm, which, in turn, is influenced by the sperm entry point (Piotrowska and Zernicka-Goetz, 2001; Plusa *et al.*, 2002b; Hiiragi and Solter, 2004; Piotrowska-Nitsche and Chan, 2013). Following the mindset of the second model, each two-cell blastomere would contain variable proportions of A and V materials, up to the case of extremely different proportions when the cleavage is equatorial and the partition is in fact a segregation. Assuming that such materials have instructive properties, the consequences of the two models for the embryo are opposite; if the sister blastomeres received balanced proportions of A and V materials, then the blastomeres would originate as equal, whereas if the proportions received were unbalanced, then the sister blastomeres would be different from the start. This difference between models and which one is closer to reality is relevant to the conceptualization of early mouse development, which has many times, though not always, shown us the way in other mammalian species, including humans.

For context, we recapitulate what is known about the properties of two-cell stage blastomeres. Scholarly books on developmental biology have taught for more than 60 years that the two-cell stage blastomeres in mammals were as totipotent as the zygote, i.e. they both had the same ability to produce an entire individual (twins) after dissociation into single cells (Tarkowski, 1959). This notion was fostered by the historical studies of Hans Driesch performed in two-cell sea urchin embryos at the end of the 19th century (Driesch, 1964 (1892)). Each dissociated blastomere would develop into a pluteus larva, albeit not always of the same size, and this behaviour seemed to relate to how the plane of the first cleavage was oriented (reviewed in Gardner, 1996). Increasing evidence from 2017 onwards has been showing that when mouse blastomeres are separated at the two-cell stage, in most cases, only one blastomere is able to develop into a viable blastocyst or a live mouse (Casser *et al.*, 2017; Krawczyk *et al.*, 2021; Maemura *et al.*, 2021). This full developmental potential is probably attained on condition that the blastomere progeny accrues sufficient epiblast cells by the blastocyst stage (Morris *et al.*, 2012). In addition to these functional differences, molecular differences have also been identified between mouse blastomeres at the two-cell stage (Hupalowska *et al.*, 2018; Wang *et al.*, 2018, 2021). These findings prompted a reassessment of the notion that blastomeres of the same two-cell embryo have identical potency, i.e. ability for monozygotic twin formation in model and farm species, such as mouse, rabbit, sheep, and pig (Boiani *et al.*, 2019). Meanwhile, a study in humans has also shown that the properties of the two blastomeres are different and relate to the symmetric versus asymmetric division of their progeny cells at the 8- to 16-cell stage transition (Junyent *et al.*, 2024). Then again, how the differences originate at the two-cell stage remains largely unknown.

We hypothesize that the differences of potency between blastomeres of the same two-cell embryo (Casser *et al.*, 2017) are rooted, at least in part, in the orientation of the first zygotic cleavage. Our hypothesis builds on the rediscovery of the historical studies of Friedrich Seidel performed in rabbit zygotes between the early 1950s and the early 1960s. Seidel proposed that inter-blastomere differences at the two- and four-cell stages depend, at least in part, on the partition of oocyte territories through the orientation of the first cleavage after fertilization (Seidel, 1952, 1960). If the cleavage axis was meridional, i.e. along the A–V axis, then the two blastomeres should inherit equal proportions of A and V materials, and the cellular properties could be similar, if not identical, to each other; whereas if the cleavage axis was equatorial, i.e. perpendicular to the A–V axis, then the two blastomeres should inherit different proportions of A and V materials, and the cellular properties could be distinct. We use the conditional form because the molecular nature of such materials and the boundary between them is still elusive. Regarding the molecular nature, only a handful of gene candidates whose products are asymmetrically distributed have been named in mouse oocytes to date (Antczak and Van Blerkom, 1997, 1999; Evans *et al.*, 2000; Duncan *et al.*, 2005; Edwards, 2005; Schulz and Roberts, 2011). It is also possible that the A and V materials, rather than being gene products, are cellular structures, such as membrane- and non-membrane-bound organelles (Casser *et al.*, 2018). Concerning the boundary, the prevalent view is that it is perpendicular to the A–V axis, however, historical histochemical studies by Albert Dalcq suggested that the boundary could be parallel rather than perpendicular to the A–V axis in rat oocytes (Dalcq, 1957; Denker, 1983; Gardner, 1999). Either way, caution is recommended for the interpretation of histochemical results, because differences of signal intensity inside the specimen are influenced by the method of cell fixation (Littwin and Denker, 2011).

The purpose of the present investigation was to test the hypothesis that the orientation of the first zygotic cleavage contributes to the different properties of two-cell stage blastomeres in mice. Considering how confined the problem is (merely the division of one cell), how feasible it is to experimentally manipulate the early mammalian embryo, and the technical possibilities at our disposal today, it should be possible to understand the first zygotic cleavage in totality. Yet, so far, this has not been the case. This quest has been complicated by the variability in the sperm entry point and the reproducibility in assessing the cleavage patterns retrospectively, after the oocytes have been fertilized naturally or inseminated *in vitro*. Therefore, we started from the clean slate of metaphase II (MII) mouse oocytes, which allowed us to start before developmental processes were set in motion, and to prime the orientation of the first cleavage. The latter was achieved by imposing the fertilization at specifically predefined sites relative to the position of the MII spindle, via ICSI (Kimura and Yanagimachi, 1995). Accordingly, we succeeded in fertilizing the oocytes at the A pole, V pole or equator, and scoring their cleavage after they had been kept immobilized from the time of ICSI. Our innovative micromanipulation approach revealed that fertilized mouse oocytes divide in a way hitherto considered improbable and possibly even deleterious, i.e. along the equator, resulting in the separation of A and V materials in the blastomeres of the two-cell embryo. The implications of this cleavage behaviour are discussed in relation to the conceptualization of early embryonic development and the significance for human reproduction. Briefly, our results introduce the equatorial cleavage as a third path, in addition to the predetermined cleavage along the A–V meridian and the variable cleavage influenced by the sperm entry site. This third path entails the separation of A and V materials into the blastomeres, thereby pointing to a simple mechanism by which the sister blastomeres start out as different, rather than becoming different, consistent with the two-cell embryo properties reported in mice (Casser *et al.*, 2017) and humans (Junyent *et al.*, 2024).

## Materials and methods

### Compliance with regulations on animal experiments

All mice used were maintained in individually ventilated cages in the animal facility of the MPI Münster, with a controlled temperature of 22°C, a 14/10 h light/dark photoperiod and free access to water and food (Teklad 2020SX, ENVIGO RMS GmbH, Düsseldorf, Germany). Procedures used in this study followed the ethical guidelines of the FELASA (Federation of the European Laboratory Animal Science Associations) and the ARRIVE (Animal Research: Reporting of *In Vivo* Experiments) reporting guidelines. On the local regulatory level, mice were used for experiments according to the ethical approval issued by the Landesamt für Natur, Umwelt und Verbraucherschutz of the state of North Rhine-Westphalia, Germany (Permit number 81-02.04.2020.A405, ‘Die Zuteilung der zygotischen Totipotenz in den ersten Blastomeren: Eine Untersuchung der Ursprünge und Mechanismen im Mausmodell’).

### Collection of oocytes

Six- to eight-week-old B6C3F1 females were primed with 10 I.U. each of pregnant mare serum gonadotropin (PMSG; Pregmagon, Ceva Tiergesundheit, Düsseldorf, Germany) and hCG (Ovogest, MSD Tiergesundheit, Unterschleißheim, Germany) injected intraperitoneally 48 h apart at 5 p.m., and then killed by cervical dislocation to collect MII oocytes from oviducts. Cumulus cells were removed in hyaluronidase (CAT No. 151271, ICN Biomedicals, Costa Mesa, CA, USA) 50 I.U./ml in HEPES-buffered CZB medium (HCZB; Cavaleri *et al.*, 2006). HCZB contained polyvinylpyrrolidone (PVP, 40 kDa; CAT No. 529504, Calbiochem, EMD Biosciences, La Jolla, CA, USA) 0.2% w/v in place of bovine serum albumin (BSA). After removing the cumulus cells, MII oocytes were kept in 500 µl of α-MEM medium (CAT No. M4526, Sigma-Aldrich Chemie GmbH, Taufkirchen, Germany) containing 0.2% w/v BSA (Probumin, Milllipore, Kankakee, IL, USA) and 50 µg/ml gentamicin, in a Nunc 4-well plate (CAT No. 176740, Thermo Scientific, Bremen, Germany) without oil overlay at 37°C under 6% CO_2_ in air, until ICSI.

### Collection of sperm and cryopreservation

Caudae epididymis from two three-month-old CD1 male mice was collected, and spermatozoa were allowed to swim up in ∼1 ml Whittingham medium (Fraser and Drury, 1975) supplemented with 3% w/v BSA (CAT No. A3311, Sigma-Aldrich Chemie GmbH). Swim-up took place across a distance of ∼1.5 cm for 30 min under a humidified atmosphere of 6% CO_2_ in air at 37°C. The upper layer (∼200 μl) of swim-up medium was collected and incubated under pre-equilibrated mineral oil (CAT No. M8410, Sigma-Aldrich Chemie GmbH), to allow for sperm capacitation. After 1 h, the 200 μl drop of medium containing the spermatozoa was centrifuged (200 *g* for 20 min at room temperature) and then resuspended in half the volume of Whittingham medium. Aliquots of 5 µl of sperm suspension were placed at −80°C for 1 week and then stored in liquid nitrogen, until use for ICSI.

### ICSI and embryo culture

The ICSI was conducted on the stage of a Nikon TE2000-U microscope fitted with Nomarski optics, a Narishige micromanipulator (Model NT-88NE) and a piezo drill (PrimeTech Ltd, Ibaraki, Japan). The sperm heads were microinjected into the oocytes using a blunt-end glass needle (inner diameter 6–7 µm, outer diameter 8–9 µm) filled with 2–3 μl mercury at the tip. Injection volumes were controlled using a Gilmont GS-1200 micrometer syringe operated manually. At 14–15 h post-hCG, the MII oocytes were held in HCZB medium during the ICSI, following our micromanipulation protocol, in which the holding pipette is on the right-hand side and the ICSI pipette comes from the left, except that this time, the oocytes were also rotated to consistently inject the sperm head at 3 o’clock with the MII spindle at 9 o’clock (V pole ICSI), 3 o’clock (A pole ICSI) or 12 o’clock (equatorial ICSI). The oocytes were also immobilized when applicable. To this end, a slight but constant suction was applied consistently with the holding pipette. We kept the oocytes immobilized on the stage of the micromanipulator for 24 h to assess the relationship between the site of the ICSI and the first zygotic cleavage. We found empirically that cleavage was supported on the plastic bottom (not glass) under air, by adding 25% (v/v) of potassium (K) simplex optimization medium containing amino acids (KSOM(aa)) to the HCZB medium and preserving osmolarity via oil overlay, at a temperature of 37°C maintained via a Thermo Plate (TOKAI HIT Co. Ltd, Shizuoka-ken 418-0074, Japan). The KSOM(aa) medium was prepared in-house as per the original recipe (Summers *et al*., 2000) and contained both essential and non-essential free amino acids, 0.2% (w/v) BSA (Probumin, Millipore) and gentamicin (50 µg/ml). Once the relationship between the site of the ICSI and the first zygotic cleavage was determined, the injected oocytes in subsequent experiments were transferred into 500 µl of KSOM(aa) medium in a Nunc 4-well plate (CAT No. 176740, Thermo Scientific), without oil overlay at 37°C under 6% CO_2_ in air, until bisection on the next day.

### Bisection of two-cell embryos

Two-cell embryos arising in the time frame from 20 to 22 h post-ICSI were removed from the culture to perform bisection from 22 to 24 h post-ICSI. These embryos were transferred in groups of 12 to a micromanipulation drop on the stage of a Nikon Eclipse TE2000-U inverted microscope fitted with Nomarski optics, and holding and bisection needles in place. The bisection medium consisted of 0.2 mM D(+) glucose, 0.2 mM pyruvate, 10 mM lactate, 0.5% w/v BSA (CAT No. A3311, Sigma-Aldrich Chemie GmbH), in 0.9% w/v sodium chloride, as described previously (Casser *et al.*, 2017). We also made the bisection medium slightly hypertonic by using 95% of the water volume. The bisection tool was a TransferTip (ES) needle operated by a CellTram Vario (Eppendorf SE, 22339 Hamburg, Germany). The two-cell embryo was rotated using the holding and bisection needle to align the cleavage plane with the common axis of the two pipettes. The two-cell embryo was firmly held in place with the holding pipette by applying negative pressure (suction). The TransferTip was used to initially make a slit in the ZP at one pole and then to press the ZP gently at the equatorial region, causing one blastomere to be squeezed out. Suction in the holding pipette was then reduced and the other blastomere came out by performing the same procedure, except that the needle was pressed against the ZP below the equatorial region. When all 12 embryos had been bisected, which normally took 8–10 min, the pairs of blastomeres were collected and transferred to another medium/vessel using a bent (≈60° angle), mouth-operated pipette with a flame-polished tip. The individual blastomeres were either lysed in RNA buffer or allocated individually to culture in 75 µl KSOM(aa) medium in a 96-well plate with round bottoms (CAT No. 163320, Thermo Scientific), without oil overlay, at 37°C under 6% CO_2_ in air. Culture under these conditions took place for an additional 72 h until the blastocyst stage.

### Embryo transfer and postimplantation development

Blastocysts were transferred as pools of eight to one uterine horn of pseudo-pregnant CD1 recipients that had the copulation plug from vasectomized CD1 males 3 days prior to the embryo transfer. Typically, the recipients weighed between 25 and 30 g and were older than six weeks but no older than three months. Prior to surgery, CD1 recipients were anesthetized with ketamine (80 mg/kg)/Xylazine (16 mg/kg) combined with Tramadol (15 mg/kg) as pain therapy, dissolved in phosphate-buffered saline and delivered intraperitoneally to the mouse at 10 μl/g body weight. Embryos were delivered to the uterine lumen using a mouth-operated glass pipette through a hole made in the cranial region of the uterine horn using a 27G needle. Wounds in the skin were closed with metal clips (type Michel 7.5 × 1.75 mm). The surgery *per se* typically took 10–15 min per mouse. The post-surgery recovery area was warmed to 30°C using infrared lamps. After returning the animals into their holding cages, the pain therapy continued for three days via Tramadol in the drinking water (0.5 mg/ml). Pregnancies were recorded by cesarean section shortly prior to the natural term (embryonic day (E) 18.5).

### *In vitro* model of implantation (outgrowths)

We transferred twin blastocysts (72 h after two-cell embryo bisection) individually onto a feeder layer of γ-ray-inactivated (30 Gray) mouse embryonic fibroblasts (C3H background) grown to confluence in 96-well plates (flat bottom) previously, using our adaptation (Boiani *et al.*, 2002) of the outgrowth method (Armant *et al.*, 1986). The medium consisted of high-glucose Dulbecco’s modified eagle medium with high glucose (CAT No. D5671, Sigma-Aldrich Chemie GmbH) supplemented with 15% heat-inactivated foetal bovine serum (BioWest, Nuaillé, France), GlutaMAX 1× (CAT. No. 35050-038, Gibco at Thermo Scientific), penicillin/streptomycin 1× (CAT. No. P4333, Sigma-Aldrich Chemie GmbH), non-essential amino acids 1× (CAT. No. M7145, Sigma-Aldrich Chemie GmbH), mercaptoethanol 0.1 mM (CAT No. 31350-010, Gibco at Thermo Scientific) and 1000 Units/ml LIF (produced in-house).

### Transcriptome analysis of single blastomeres and single blastocysts

Single blastomeres or single blastocysts were lysed in 10× Lysis Buffer (CAT No. 635013, TaKaRa Bio Inc., Shiga, Japan), deposited in two 384-well plates (Mosquito^®^), for a total of 150 pairs of blastomeres (300 cells) and 78 blastocysts (36 intact, 42 twins from 21 pairs). The RNA was then extracted and converted to cDNA using a SMART-Seq Single Cell Kit (CAT No. 634470, TaKaRa Bio Inc.). Sequencing libraries were prepared using the Illumina Nextera XT DNA Library Preparation Kit (CAT No. FC-131-1024, Illumina Japan, Minato-ku, Tokyo, Japan). Libraries were sequenced on an Illumina NovaSeq 6000 platform to obtain two datasets of 4.2 ± 1.5 million total mapped reads per library for blastomeres (dataset 1 with 150-base paired-end reads and dataset 2 with 100-base single-end reads). The datasets for blastocysts had 2.9 ± 1.1 million total mapped reads per library (only 100-base single-end reads). In order to mitigate any potential bias arising from discrepancies between these libraries, only the initial reads from the paired-end dataset were preserved, while the last 50 bp of each read were trimmed. Consequently, the subsequent blastomeres analysis exclusively employed sequencing data from both libraries, wherein the preserved first reads from the paired-end dataset were adjusted to a standardized length of 100 bp.

Trimmomatic V.039 (https://doi.org/10.1093%2Fbioinformatics%2Fbtu170) was applied to trim reads and remove adapters with the following parameters; ‘SE ILLUMINACLIP:NexteraPE-PE.fa:2:30:10 LEADING:3 TRAILING:3 SLIDINGWINDOW:4:15 MINLEN:50’. A pre-built mouse reference set was downloaded from the 10× genomics repository (https://cf10xgenomics.com/supp/cell-exp/refdata-gex-mm10-2020-A.tar.gz) on 11 December 2022, which included the reference genome (GRCm38) and gene annotation (M23, Ensembl 98). In order to quantify the gene expression, the reads originated from blastomeres and blastocysts were separately mapped to the mouse reference genome using the STAR pipeline (https://doi.org/10.1093/bioinformatics/bts635) with the following options; ‘—soloType SmartSeq—readFilesManifest manifest.tsv—soloUMIdedup Exact NoDedup—soloStrand Unstranded—genomeDir path_to/enome_dir/—soloFeatures Gene SJ—outSAMtype BAM SortedByCoordinate—quantMode GeneCounts TranscriptomeSAM—outTmpKeep All’. A total of 124 (62 pairs) of the starting 300 cells (150 blastomere pairs) were retained. A total of 69 of the starting 78 blastocysts were retained.

The resultant raw count matrix derived from blastomeres, composed of 124 cells (62 twin blastomeres and 32 285 genes), was processed using the SCANPY toolkit (Wolf *et al.*, 2018). This phase involved generating quality control metrics and eliminating cells and genes of poor quality. During this step, cells exhibiting fewer than 9500 detected genes and mitochondria gene counts exceeding 0.02% were excluded from subsequent analyses. Due to this filtering process, the number of cells decreased from 124 to 117, resulting in the loss of corresponding mates for some twin blastomeres. To address this, the unpaired cells were removed, leaving us with a final set of 110 cells (55 pairs) for further analysis. Those genes that were expressed in less than two cells and had fewer than 10 reads mapped to them were subsequently filtered out. These filtering steps reduced the initial 32 285 genes to 21 778. Afterwards, each gene’s transcript level was rendered as transcripts per million (TPM) using an in-house Python script. The length of each gene was obtained utilizing the GenomicFeatures package (Lawrence *et al.*, 2013) to accomplish this. Following that, the median TPM value was calculated for each gene across 110 blastomeres. The genes were then sorted in descending order based on their median TPM values. In a subsequent step, genes annotated as ‘predicted genes’ were removed from the dataset, and only the genes with an official symbol were retained. Finally, only those genes with a non-zero median TPM were retained, resulting in a total of 7492 genes for further analysis. The filtering steps are summarized in Supplementary Table S1.

The analysis of the count matrix corresponding to single blastocysts (dataset 2) followed the blastomeres procedure, with a few distinctions in the specimen-filtering criteria. Specimens characterized by fewer than 4000 detected genes were excluded, and, unlike blastomeres, no filtering was applied based on the mitochondrial genes detected due to their normal counts. The subsequent steps in blastocyst processing, including TPM calculation, mirrored those applied to blastomeres as well. Consequently, the processed blastocysts encompassed a total of 69 specimens, comprising 38 twin blastocysts (19 pairs) and 31 intact blastocysts. The latter were defined as those in which the two-cell embryo was not bisected (unlike the twins). This dataset, comprising 7660 genes, was subjected to further analysis. The filtering steps are summarized in Supplementary Table S1.

### Functional enrichment analysis

Functional enrichment analysis was performed using *Webgestalt* (Zhang *et al.*, 2005; Elizarraras *et al.*, 2024) at https://www.webgestalt.org and *Enrichr* (Chen *et al.*, 2013) at https://maayanlab.cloud/Enrichr/. We selected the GOs ‘Biological Process’ and ‘Cellular Component’. Terms with a FDR ≤ 0.05 were considered enriched.

### Analysis of published time-lapse videos of the first zygotic cleavage

The time-lapse videos were downloaded from the supplementary data of the respective papers (Cooke *et al.*, 2003; Gray *et al.*, 2004; Hiiragi and Solter, 2004; Motosugi *et al.*, 2005; Plusa *et al.*, 2005; Yamagata *et al.*, 2009; Wong *et al.*, 2010; Mizutani *et al.*, 2012; Athayde Wirka *et al.*, 2014; Yang *et al.*, 2015, 2024; Iwata and Mio, 2016; Ebner *et al.*, 2017; Yao *et al.*, 2018, 2022; Desai and Gill, 2019; Mashiko *et al.*, 2020; van Marion *et al.*, 2021; Baran and Pisko, 2022; Currie *et al.*, 2022; Jin *et al.*, 2022; Okabe *et al.*, 2023; Suzuki *et al.*, 2023; Zhao *et al.*, 2024). The videos were played, and two screenshots were taken shortly after extrusion of the PB2 and immediately after the first cleavage. Both screenshots were then imported to Fiji Image-J (Schindelin *et al.*, 2012). One line was drawn through the A–V axis of the zygote (identified using the PB2) and a second line was drawn through the plane of the first cleavage. The angle between the two axes was then measured. The same procedure was applied to measure the angle of first cleavage relative to the shorter diameter of the zygote.

### Data and statistical analysis

The values presented in the figures are mean values ± SDs. Statistics was performed using the Wilcoxon test or chi-squared test with JMP Pro software v.16 (SAS Institute GmbH, 69118 Heidelberg, Germany). Histograms and statistical distributions were generated in GraphPad Prism software.

## Results

### A robust method of fertilization that is suitable for testing the relationship between the orientation of zygotic cleavage and properties of two-cell stage embryos and their blastomeres

The glitch with current models of the first zygotic cleavage is that they are difficult to test empirically. This is because: (1) oocytes fertilized *in vivo* or inseminated *in vitro*, in which the starting point of analysis is post-fertilization, are the most commonly used material, whereby the relevant processes are already in progress; (2) the spermatozoon has a wide region of the oocyte surface where it can enter, and the specific entry site is almost random; and (3) the cytological landmark used to orient the fertilized oocytes is the PB2, which can move away from its original position. Therefore, we took as our starting point mouse MII oocytes, profiting from the fact that fertilization has yet to occur (hence we could still impose it at specific sites), the developmental processes have yet to start, and the meiotic MII spindle defines the A pole unambiguously.

Using a micromanipulator fitted with Nomarski optics, we oriented MII oocytes so as to have the MII meiotic spindle (A pole marker) placed at 3, 9, or 12 o’clock. A single sperm head was introduced from 9 o’clock and released subcortically at 3 o’clock (Fig. 1A–C). We used the same batch of spermatozoa, which were aliquoted and cryopreserved for the purpose, throughout the study for more consistency. A small sample of oocytes were stained with Hoechst 33342 for visualization purposes to confirm the spatial relationship between sperm deposition site and MII spindle, that is, the fertilization topology (Fig. 1A′–C′). As a result of the three ICSI sites, the oocytes became fertilized ipsilaterally (A pole), contralaterally (V pole) or half-way between (equatorially), as seen from the standpoint of the MII spindle. Immediate oocyte survival rates after the ICSI were similar across the three groups: ipsilateral 81 ± 8% (566 injections in 14 ICSI sessions), contralateral 85 ± 9% (608 injections in 14 sessions), and equatorial 87 ± 6% (626 injections in 14 sessions). When removed from the micromanipulator, cultured in an incubator, and then briefly returned to the micromanipulator for imaging at 5 and 10 h post-ICSI, the fertilized oocytes had invariably formed two pronuclei (5 h, Fig. 1A″–C″; 10 h, Fig. 1A″′–C″′), notwithstanding a concern that the A pole should be avoided in the ICSI (see the Discussion).

**Figure 1.**
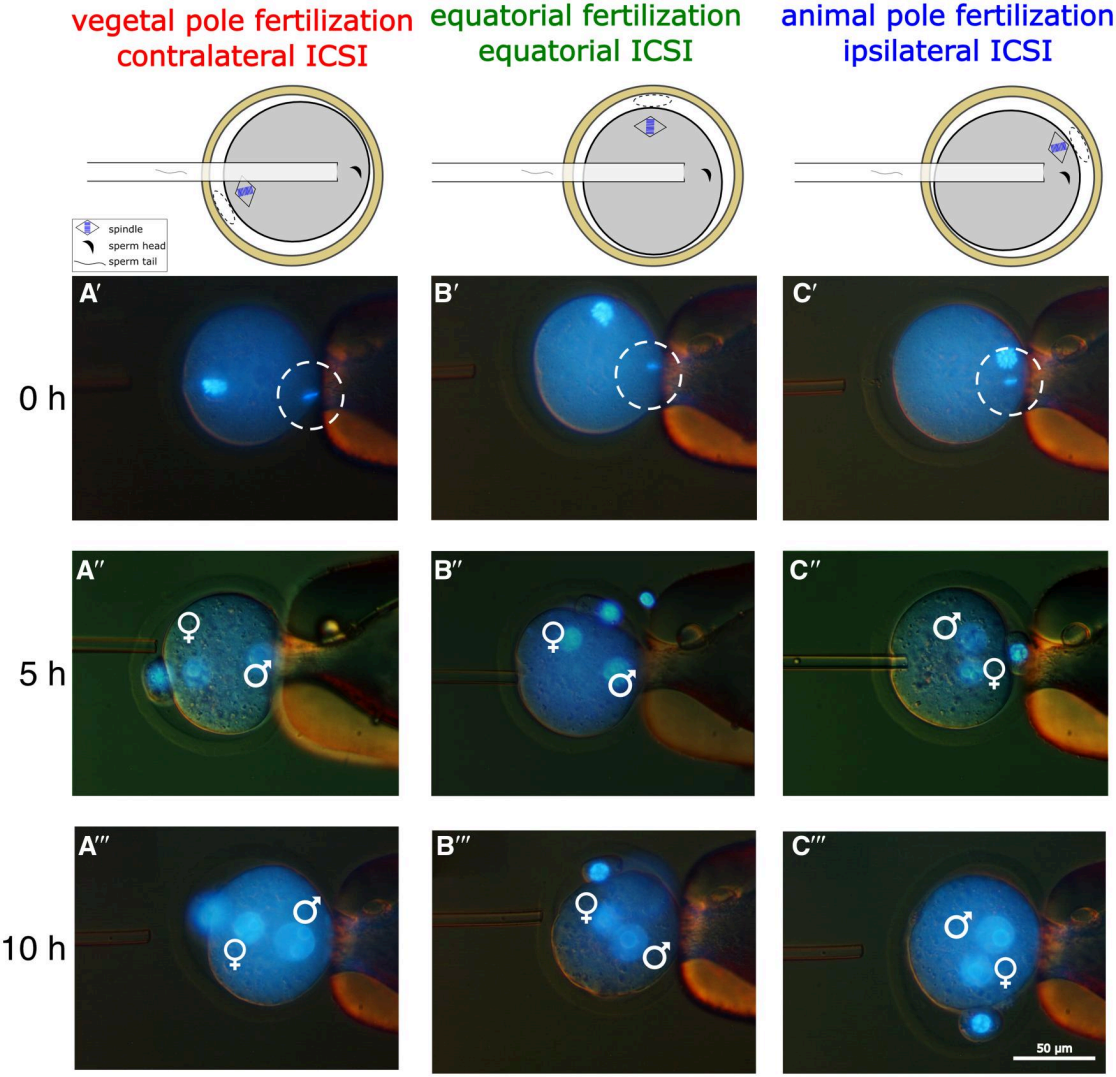
**Sperm deposition at specifically predefined sites of the mouse ooplasm relative to the position of the MII spindle**. (**A–C**) MII mouse oocytes (B6C3F1) at 14–15 h post-hCG were held in position by gentle suction of the zona pellucida with a holding pipette at the 3 o’clock position and subcortically injected with a single sperm head (CD1) using a piezo-driven needle approaching from the 9 o’clock position. (**A′–C′**) A single sperm head (encircled) was deposited in the cortical ooplasm opposite the spindle, i.e. contralateral (vegetal pole), half-way between poles (equator), or next to the spindle, i.e. ipsilateral (animal pole) of MII oocytes preloaded with Hoechst 33342. (**A″–C″**) Two pronuclei (♂♀) had formed 5 h after ICSI, attesting that the activation of the oocytes had been successful. (**A″′–C″′**) Pronuclei had enlarged and moved further toward the centre of the oocyte 10 h after ICSI. Blue colour in photographs is from DNA staining with Hoechst 33342 (1 µg/ml). MII, metaphase II.

In order to ascertain that the events observed *in vitro* were meaningful regarding those taking place *in vivo*, the pronuclear oocytes were followed up to blastocyst and to term. Accordingly, the pronuclear oocytes were cultured for 4 days inside an incubator. They progressed to blastocysts irrespective of the ICSI site, with a significant reduction in the blastocyst rate (Fig. 2A), but not in the total cell number (Fig. 2B), relative to the control embryos formed by oocytes fertilized *in vivo* and cultured *in vitro* (naturally fertilized, NF). Following the surgical transfer of the blastocysts into foster uteri of pseudo-pregnant females, birth rates were reduced, albeit not significantly, in the ICSI groups relative to the control (non-manipulated) group, particularly in the ipsilateral ICSI group (Fig. 2C). This generalized reduction of viability (particularly the drop in the developmental rate after the 8-cell stage) was probably the trade-off for the higher consistency of using the same batch of cryopreserved spermatozoa throughout the study, as it is well-known that cryopreservation is accompanied by cryodamage.

**Figure 2.**
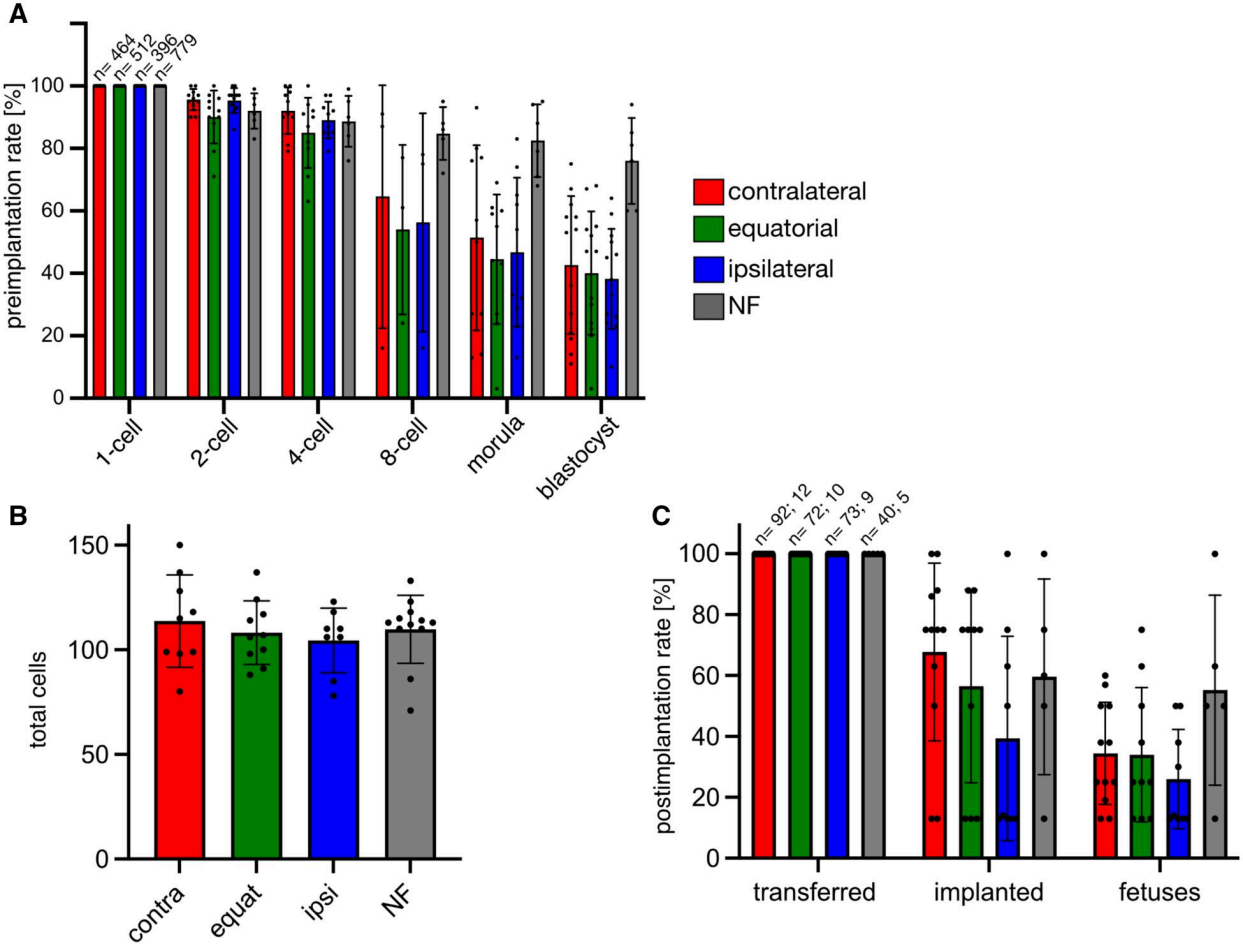
**Full development after site-specific ICSI**. (**A**) Blastocysts formed at rates not significantly different from each other in all three ICSI groups (contralateral 43 ± 22%, equatorial 40 ± 20%; ipsilateral 38 ± 16%; *P* > 0.555; Wilcoxon test), albeit lower than those of oocytes subjected to natural fertilization (NF; 76 ± 14%; *P* < 0.004; Wilcoxon test). The starting number of zygotes is written at the top of the one-cell bars of the histogram. (**B**) Blastocysts’ total cell numbers were similar across all groups (contralateral ICSI 114 ± 6; equatorial ICSI 108 ± 6; ipsilateral ICSI 104 ± 6; NF 110 ± 5; *P* > 0.229; Wilcoxon test). Numbers of blastocysts counted in (B): contralateral = 9; equatorial = 10; ipsilateral = 8; NF = 12. (**C**) After transfer to the uteri of pseudo-pregnant females, blastocysts from oocytes fertilized by ICSI developed to term at rates not significantly different from each other (contralateral = 34 ± 17%; equatorial = 34 ± 22%; ipsilateral = 26 ± 16%; *P* > 0.233, Wilcoxon test), albeit lower than the rates of NF counterparts (55 ± 31%; *P* > 0.073, Wilcoxon test). Starting numbers of transferred blastocysts and recipient mothers are written at the top of the leftmost bars of the histogram. Data presented in A–C are means and standard deviations; black dots represent the individual replicates.

The results of this section can be summarized as follows. Site-specific ICSI is feasible, and all three fertilization sites (including the sensitive A pole of the ipsilateral ICSI) were conducive to birth. Therefore, our approach is fit for the purpose of our study: to generate two-cell embryos in which to reciprocally compare the blastomeres, knowing that their properties can be traced to only three specifically predefined sites of fertilization. In the following sections, we will refer to the pronuclear stage oocyte as a ‘zygote’, and to its first mitotic division as a ‘cleavage’. We will use the expressions ‘ICSI at the A pole’ interchangeably with ‘ipsilateral ICSI’ and ‘ICSI at the V pole’ interchangeably with ‘contralateral ICSI’ and refer to the sister blastomeres from the same embryo as ‘monozygotic.’

### Different fertilization topologies lead to distinct gene expression profiles in two-cell embryos

Given that the two models of the first zygotic cleavage (see the Introduction) were now testable with our ICSI method, we moved on to assess their effects by means of gene expression analysis. In order to focus on the effects of balanced versus unbalanced partitioning of A and V materials at the first cleavage (up to the extreme case of unbalanced partitioning, namely segregation, when cleavage is equatorial), we had to first discount a trivial possibility, namely: that the ICSI at the A or V pole, passing in the vicinity of the MII meiotic spindle (Fig. 1A and C), could *per se* induce differences of gene expression via the DNA damage response. This response can ensue due to physical damage inflicted on the spindle and, thus, on its DNA. On the contrary, this response cannot ensue in the equatorial fertilization, because the spindle does not lie on the trajectory of the ICSI needle (Fig. 1B). Therefore, we compared the three ICSI groups pairwise using the equatorial ICSI as the main reference.

The early two-cell embryos were dissociated on the day following the site-specific ICSI, within 2–3 h of the first zygotic cleavage. This timing was necessary to be confident that differences between blastomeres, if any, were native and not acquired during the time elapsed from the first cleavage. 

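RNA of single blastomeres was converted to cDNA with a SMART-Seq kit, which copies transcripts over their length, and Nextera XT libraries of 2 plates were sequenced on a NovaSeq 6000. The authors trimmed the reads, kept the first 100 bases of the first read of the paired-end libraries, and aligned them with STAR in its mode for plate-based single cells, without strand, to GRCm38 with the GENCODE M23 annotation. They deposited whole-number counts per gene and blastomere, without normalization. In each of 4035625 entries the count equals that of the matrix in which reads with the same start and end were counted once. Separate counts with such duplicates kept are thus not at hand. The table holds 32285 genes and 125 blastomeres, 93 from plate 1 and 32 from plate 2. They form 62 sister pairs, with 1 equatorial blastomere lacking its sister. From the counts, counts scaled to library size (CPM) and TPM were computed here, the latter with the exonic length of each gene in GENCODE M21, which gives a length for 32235 of the genes. TPM depends on these lengths, so comparisons were repeated with CPM. The embryo was taken as the replicate, and the values of both sisters were added before the ICSI groups were compared. A 2-sided Wilcoxon rank-sum test on added TPM without correction followed the study's procedure. The quasi-likelihood test of edgeR on added counts, with the plate as a covariate and Benjamini-Hochberg adjustment, is the count model set beside it.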

Fifty pairs of blastomeres from each ICSI group (150 pairs in total) were extracted from the zona pellucida (ZP, Fig. 3A) following our established method (Casser *et al.*, 2017), and subjected to single-cell transcriptome analysis by RNA sequencing (RNA-seq). Additional pairs (production settings unchanged) were allowed to form twin blastocysts to confirm that the developmental ability was also retained beyond the two-cell stage (Supplementary Fig. S1 and Table S2). We took the following precautions aiming to minimize batch effects and day-to-day variations: (i) all three sites were injected on each ICSI day; (ii) the two-cell embryos of all three ICSI sites were bisected on the same day; (iii) the individual blastomeres were transferred to lysis buffer in a 384-well plate (Mosquito^®^) only if the PB2 had been retained inside the evacuated ZP; and (iv) the RNA extraction was conducted in parallel for all samples. In addition, the RNA-seq operator was kept blind to the fertilization site and blastomeres’ native pair associations. Following the RNA-seq, the average sequencing depth was 3.5 ± 1.3 million uniquely mapped reads per specimen of single blastomeres. As a result of quality control pipelines and filtering criteria (Materials and Methods; Supplementary Table S1), 7492 high-confidence mRNAs expressed in TPMs were retained across 110 blastomeres of 55 pairs (21, 13, and 21 pairs from the contralateral, equatorial, and ipsilateral ICSI, respectively) (GSE241089). 

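The total counts on genes are a smaller quantity than mapped reads, and the values reported beside the conclusions rest on the former. Over the 125 blastomeres the total count had a median of 1311653 and a range of 199797 to 2100561. Among the 110 blastomeres of the study's pairs, the median was 1297280 after contralateral ICSI (range 439326 to 1930232, n = 42 blastomeres) and 1530273 after ipsilateral ICSI (668899 to 2100561, n = 42). After equatorial ICSI it was 1108741 (360474 to 1982952, n = 26). Added over both sisters, the total was 3022462 ± 530536 (SD, n = 21 embryos) in the ipsilateral group and 2293032 ± 492637 (SD, n = 13) in the equatorial group. This difference exceeded the spread between embryos (2-sided permutation test, p = 0.00094; adjusted p = 0.00846 over 9 tests of total counts, detected genes and mitochondrial share). The contralateral total of 2575532 ± 548879 (SD, n = 21) was within the spread of the equatorial one (p = 0.138, adjusted p = 0.178). It lay below the ipsilateral one over both plates (p = 0.0158, adjusted p = 0.0241), but not past the threshold within plate 1 (p = 0.0963, adjusted p = 0.124), where the ipsilateral and equatorial totals still differed (p = 0.0182, adjusted p = 0.0423). Genes with at least 1 count, averaged over the sisters, numbered 12018 ± 551 in the contralateral, 12080 ± 610 in the ipsilateral and 11461 ± 659 in the equatorial embryos. Against the equatorial group, both polar groups had more of them (p = 0.0131 and p = 0.0111, each with an adjusted p of 0.0241). Within plate 1, which holds 18, 13 and 11 of the embryos, the differences from the equatorial group in detected genes had p = 0.0313 (adjusted p = 0.0563) and p = 0.00088 (adjusted p = 0.00792). The mitochondrial share, averaged over the sisters, was 1.66% ± 0.467 in the contralateral, 1.51% ± 0.225 in the ipsilateral and 1.31% ± 0.237 in the equatorial embryos. Both polar groups lay above the equatorial one (p = 0.00623 and p = 0.0161, each with an adjusted p of 0.0241), also within plate 1 (adjusted p = 0.0410 and p = 0.0423).

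**Figure D1:**
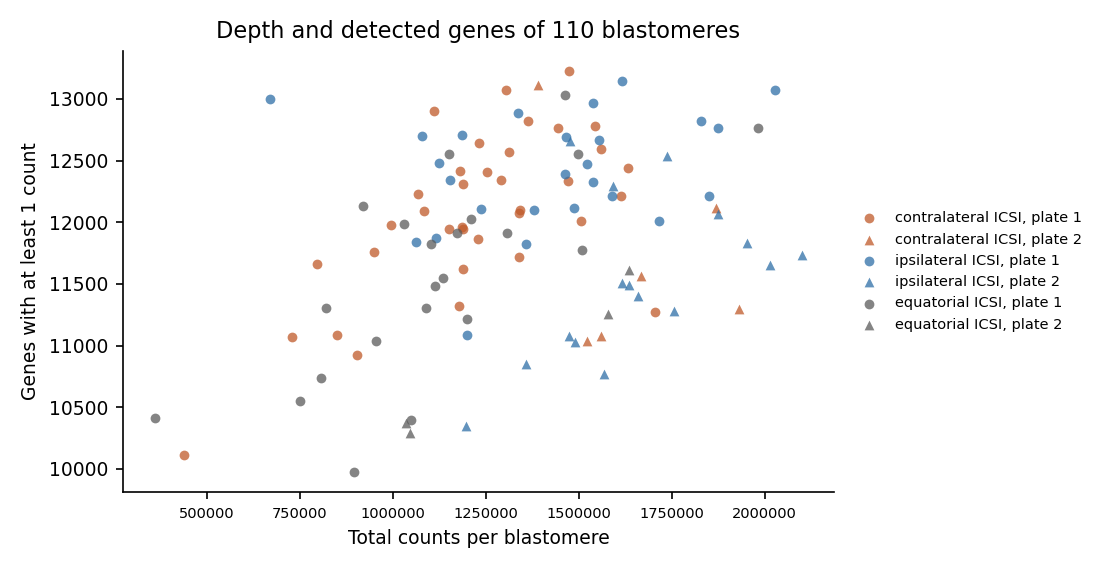
Total count on the x axis and number of genes with at least 1 count on the y axis for the 110 blastomeres of the 55 pairs, coloured by ICSI group, with circles for plate 1 and triangles for plate 2. Each point is 1 blastomere, and the group medians of detected genes are 12085 (contralateral), 12164 (ipsilateral) and 11514 (equatorial).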

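A minimum of 9500 detected genes was missed by 7 of the 125 blastomeres. These 7, and those left without a sister, were set aside on the study's criterion, which left 21, 21 and 13 pairs after contralateral, ipsilateral and equatorial ICSI. The mitochondrial share of counts ranged from 0.285% to 4.00% over all blastomeres, so a limit of 0.02% would keep 0 of them. Read as a fraction of 0.02, the limit is exceeded by 11 blastomeres and leaves 48 pairs (16, 20 and 12). The study's numbers of cells and pairs are met without either reading, and the values beside the conclusions use these 55 pairs, with the 48 pairs and all 62 pairs as alternatives. Of the 32285 genes, 21604 were counted in at least 2 blastomeres and had at least 10 reads, 16538 of these were not predicted genes, and 10047 had a median TPM above 0.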

Gene lists and TPMs are provided in Supplementary Table S3. Upon preliminary examination, we noted that transcripts known to be expressed in late but not early two-cell mouse embryos, such as *Xist* and *Zscan4*, were absent in all 110 blastomeres, which on the contrary were positive for transcripts that are expressed in early but not late mouse embryos (Deng *et al.*, 2014). This observation corroborates that the blastomeres of this study were indeed in the early phase of the two-cell stage.

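Xist (ENSMUSG00000086503, on chromosome X of GRCm38 from 103460366 to 103483254), a long non-coding RNA that coats the silenced X chromosome, had at least 1 count in 48 of the 110 blastomeres (43.6%). Its counts summed to 1139, and its level was 8.20 ± 16.9 CPM (SD, n = 110). Among all 125 blastomeres it was counted in 58. The Zscan4 genes are near-identical copies on chromosome 7, between which the counting could split reads, so the value of any single copy is uncertain. Zscan4d (ENSMUSG00000090714, 11161374 to 11166159) was counted in 110 of 110 blastomeres at 187 ± 104 CPM. Zscan4c had no count in 3, Zscan4f in 11, Zscan4b in 19 and Zscan4e in 36 of them, and Zscan4a had no entry of its own in the table. Among transcripts of oocyte origin, Gdf9 (chromosome 11, 53431023 to 53437904) was at 306 ± 70.9 CPM, Bmp15 at 1072 ± 170 CPM and Dppa3 at 1535 ± 365 CPM, each counted in 110 of 110 blastomeres.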

**Figure 3.**
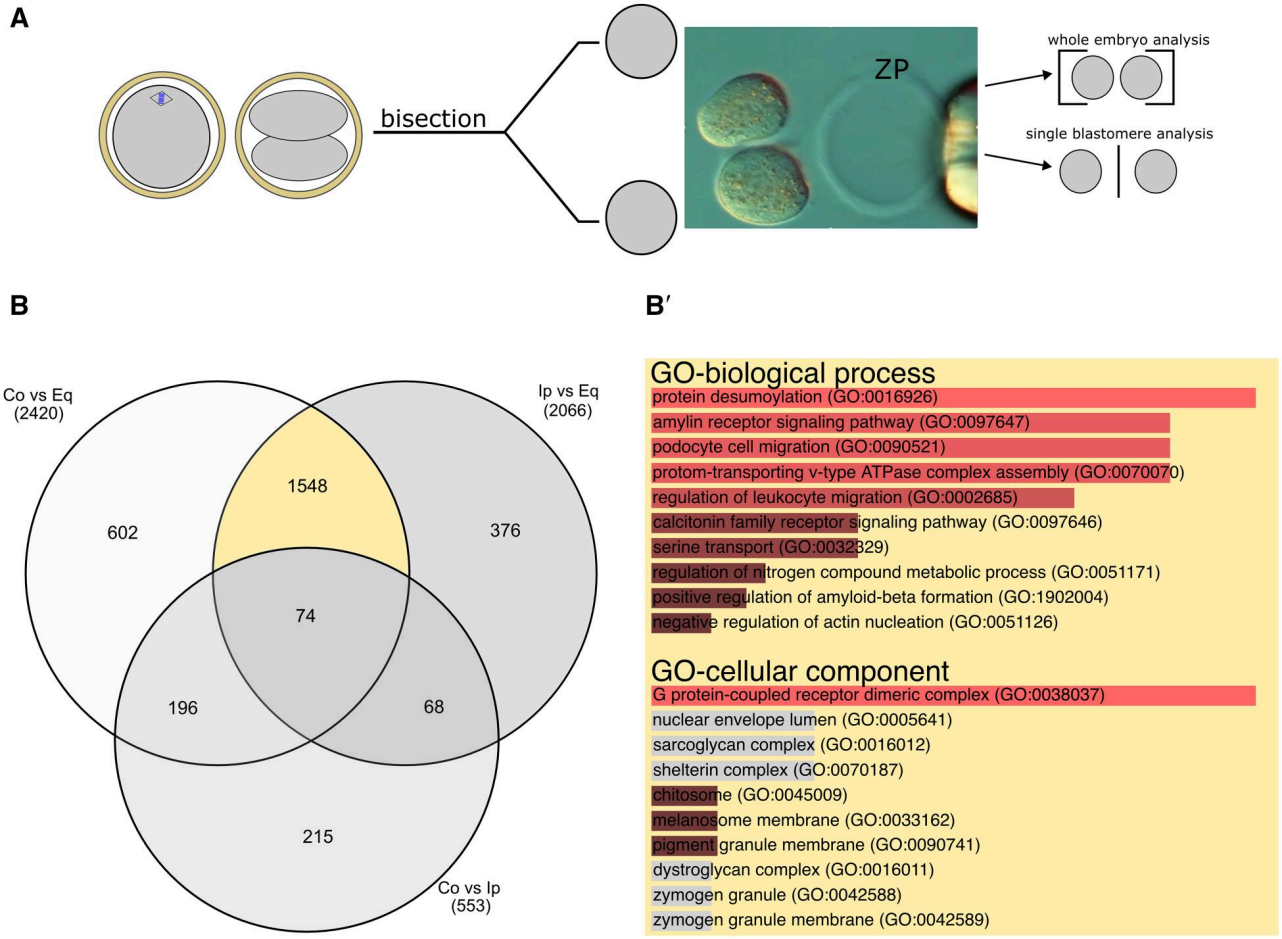
**Different fertilization topologies lead to distinct gene expression profiles in two-cell embryos**. (**A**) Scheme and representative image of a two-cell embryo being bisected at 22–24 h post-ICSI to generate single blastomeres for single cell RNA-seq (110 cells, 7492 mRNAs; GSE241089). The transcriptomes were either added together for analysis at the whole embryo level or kept distinct for analysis at the inter-blastomere level (Figs. 4 and 5). (**B**) Venn diagram representation (rendered with *InteractiVenn*; Heberle *et al.*, 2015) of the differences in gene expression between whole two-cell embryos of the three ICSI groups. (**B′**) GO terms enriched in the subset of 1548 genes representing those potentially affected by ICSI-inflicted DNA damage on the spindle (GO analysis performed with *Enrichr*; Chen *et al.*, 2013). Co, contralateral ICSI; Eq, equatorial ICSI; GO, gene ontology; Ip, ipsilateral ICSI; ZP, zona pellucida.

In order to address whether our ICSI approach could *per se* induce differences of gene expression due to DNA damage inflicted by the ICSI on the MII spindle, we examined the differences in gene expression between the two groups in which the spindle could possibly be damaged (the contralateral and ipsilateral ICSI) and the group in which there was no such possibility (the equatorial ICSI). Since there is no reason to expect that ICSI damage (if any) would spare one of the two blastomeres, we performed this data analysis at the embryo level rather than the blastomere level; this approach also served as a way to increase the complexity of the analysis gradually as we went along, rather than immediately facing the entire complexity of the single blastomere analysis (next section). To this end, the transcript levels (TPMs) of the monozygotic blastomeres (n = 110) were added to each other for each gene (respecting the original pair associations), effectively resulting in the transcriptomes of reconstituted two-cell embryos (n = 55). These transcriptomes were compared pairwise between ICSI groups. The number of genes differently expressed (*P* < 0.05, Wilcoxon test) was greater when comparing the ICSI at either pole (ipsilateral, contralateral) with the equatorial ICSI (Fig. 3B). 

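Of the 10047 genes, 3353 had an unadjusted p under 0.05 between contralateral (n = 21 embryos) and equatorial ICSI (n = 13), 1157 higher and 2196 lower in the contralateral group. Between ipsilateral (n = 21) and equatorial ICSI there were 2799, 1157 higher and 1642 lower. Between contralateral and ipsilateral ICSI there were 818, 220 higher and 598 lower. The balance of directions depended on the unit. With CPM in place of TPM, 1548 genes were higher and 1704 lower in the contralateral and 1483 higher and 1270 lower in the ipsilateral comparison with the equatorial group. After Benjamini-Hochberg adjustment the rank-sum test called 1847 and 1286 genes against the equatorial group. Between the polar groups it called 0, where edgeR also called 0 with 555 genes at an unadjusted p under 0.05, and DESeq2 called 0 with 683. Over 13141 genes edgeR called 1733 between contralateral and equatorial ICSI (936 higher, 797 lower; 3421 before adjustment) and 874 between ipsilateral and equatorial ICSI (451 higher, 423 lower; 2576 before adjustment). DESeq2 called 2230 and 1293. Within plate 1 the rank-sum test gave 3530, 2884 and 755 genes at an unadjusted p under 0.05, and with the 48 pairs of the mitochondrial limit 2840, 2531 and 679, of which 900, 875 and 0 passed after adjustment. Testing every gene with a count (24964) moved the edgeR calls most in the contralateral comparison and between the polar groups, to 3930 and 1577, with 2603 in the ipsilateral one. The latter moved most with library size and number of detected genes as covariates, to 51 (51 higher, 0 lower), with 1067 (649 higher, 418 lower) in the contralateral comparison and 0 between the polar groups (545 unadjusted).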

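Against the equatorial ICSI, 2212 genes were called at an unadjusted p under 0.05 in both polar groups by the rank-sum test, out of 2799 in the shorter of both lists. Without the 157 genes that also differed between the polar groups, 2055 remained. Both comparisons use the same 13 equatorial embryos, so part of the overlap arises without any effect. When the group labels were permuted over the embryos, the lists shared a median of 90 and at most 752 genes, a median of 26.6% and at most 60.5% of the shorter list. By edgeR, 2095 genes had an unadjusted p under 0.05 in both comparisons. All of them changed in the same direction in both, but with permuted labels a median of 100% of the shared genes did so too, so the common direction carries no evidence of an effect. The log2 fold changes correlated across genes with a Spearman coefficient of 0.813, against at most 0.730 over 99 permutations. Genes are not independent replicates. Of the genes with the smallest adjusted p in either comparison, Tank was higher by a log2 fold change of 1.25 (standard error 0.17, edgeR adjusted p = 2.7e-06) after contralateral and 1.20 (0.17, adjusted p = 2.7e-05) after ipsilateral ICSI. Trappc2 was higher by 1.24 (0.16, adjusted p = 3.9e-07) and 0.91 (0.15, adjusted p = 0.00021), and Triqk by 0.89 and 0.70. Vta1 was higher by 1.21 and 1.06, and Bri3 was lower, with log2 fold changes of -0.78 (0.14, adjusted p = 8.8e-05) and -0.90 (0.14, adjusted p = 0.00018). With depth covariates the ipsilateral change of Bri3 was -0.48 (0.13, adjusted p = 0.074), while those of the other genes here kept an adjusted p under 0.05.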

We defined the genes potentially affected by spindle perturbation as those that are commonly altered after the A and V pole ICSI relative to the equatorial ICSI (n = 1548 genes; marked in yellow in the Venn diagram in Fig. 3B). We next subjected this subset to GO analysis in the ontologies ‘biological process’ (BP) and ‘cellular component’ (CC). Although enrichment was found in some GO-BP and GO-CC terms, none of these was related to DNA damage and repair (Fig. 3B′). Indeed, among the most representative members of this gene family, the lowest *P* values (uncorrected for multiple comparisons) were 0.07 and 0.05 for *Brca2* and *Rad51*, respectively, in the comparison between ipsilateral and equatorial ICSI (other members of this family were unaffected regardless of which comparison; Supplementary Table S4). This overall lack of significant perturbation of genes associated with DNA damage is in line with the observation (Fig. 2B) that the blastocysts had similar cell numbers across the three groups (had DNA damage occurred, then it would have impacted the embryonic cell cycle causing the blastocyst cell numbers to be lower after the ICSI at the A or V pole).

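Brca2 (ENSMUSG00000041147, chromosome 5, 150522630 to 150570329) had an added TPM of 517 ± 64.5 (SD, n = 21) after contralateral, 540.0 ± 89.2 (n = 21) after ipsilateral and 525 ± 90.2 (n = 13) after equatorial ICSI. By the rank sum these lay within the spread between embryos (2-sided permutation test, p = 0.623 and p = 0.915 against the equatorial group). By edgeR the log2 fold changes were 0.06 (standard error 0.06, p = 0.333, adjusted p = 0.604) and 0.16 (0.06, p = 0.0149, adjusted p = 0.125). The genes of the DNA repair list with the smallest p in either comparison were lower after polar ICSI. Ddb1 (ENSMUSG00000024740, chromosome 19, 10605327 to 10629819) had edgeR log2 fold changes of -0.60 (standard error 0.12, adjusted p = 0.00021) and -0.67 (0.12, adjusted p = 0.00033), and rank-sum p-values of p = 2.0e-05 and p = 3.0e-05 by permutation (0.00104 and 0.00078 adjusted over the list alone). Rad23b (chromosome 4, 55350043 to 55392237) stood at 300.3 ± 86.1 and 288 ± 61.7 against 417 ± 67.2 (p = 0.00013 and p = 1.0e-05, the latter the smallest that 100000 permutations can give). Usp1 was at 1075 ± 146 and 1103 ± 116 against 1304 ± 196 (p = 0.00058 and p = 0.00158). Slx1b was at 17.3 ± 7.41 and 12.4 ± 7.92 against 25.3 ± 12.0 (p = 0.0505 and p = 0.00027). By edgeR neither was called, with adjusted p = 0.0664 and p = 0.132 for Usp1 and adjusted p = 0.517 and p = 0.241 for Slx1b. Under depth covariates the edgeR changes of Rad23b in both comparisons and of Ddb1 in the ipsilateral one had an adjusted p over 0.05.

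**Figure D2:**
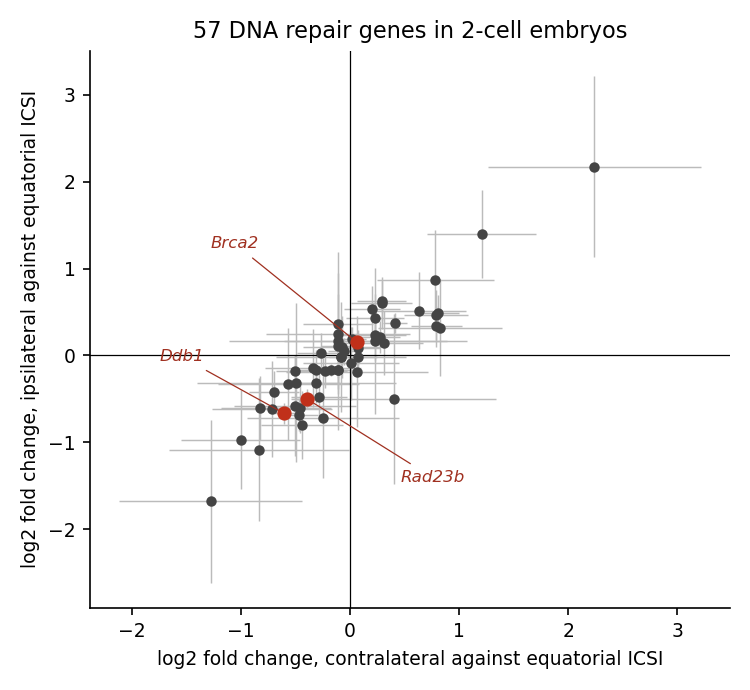
Log2 fold changes by edgeR of 57 DNA repair genes in contralateral against equatorial ICSI (x axis) and ipsilateral against equatorial ICSI (y axis), with bars for the standard errors and Ddb1, Rad23b and Brca2 in red. Ddb1 lies at -0.60 and -0.67, Rad23b at -0.40 and -0.50, and Brca2 at 0.06 and 0.16.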

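Of the 61 genes in the DNA repair list, 52 passed the filter on median TPM. At an unadjusted p under 0.05, 19 differed between contralateral and equatorial, 13 between ipsilateral and equatorial and 4 between contralateral and ipsilateral ICSI, and 11, 9 and 0 were called when adjusted over the list alone. Of the 19 and 13 that differed from the equatorial group by the rank-sum test on TPM, 5 and 4 were higher after polar ICSI and the others lower. With CPM, 6 of 16 and 6 of 12 were higher. The paper's Discussion describes an increase in a minority of the DNA repair genes, which these values do not contradict. By edgeR, which tested 57 of them, 13, 14 and 2 had an unadjusted p under 0.05. It called 7, 4 and 0 both over all genes and adjusted over the list alone. The list was chosen on these samples, so the latter is not independent evidence. As a set, the list did not move in a common direction. The directional test of fry (limma) gave p = 0.302, p = 0.670 and p = 0.526, and camera gave p = 0.357, p = 0.291 and p = 0.969. The median log2 fold changes were -0.11, -0.02 and -0.01, with 24, 27 and 27 of 57 genes higher. Without regard to direction, fry gave p = 5.0e-13 and p = 2.2e-13 against the equatorial group and p = 0.265 between the polar groups. This test does not set the list against other genes. Of all 13141 genes tested by edgeR, 3421 and 2576 had an unadjusted p under 0.05 against the equatorial group, beside 13 and 14 of the 57. A response particular to DNA repair genes can thus not be read from it. With the 48 pairs under the mitochondrial limit, 12, 12 and 3 genes had an unadjusted p under 0.05 by the rank-sum test. From the p-values of this gene family and the similar cell numbers of the blastocysts, the paper reasons that DNA damage is not behind the differences, since damage would have slowed the cell cycle and lowered those numbers.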

We then asked whether there were differences of any other nature between the three ICSI groups. 

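Genes called at an unadjusted p under 0.05 in contralateral against equatorial ICSI, and in neither of the other comparisons, numbered 882 by the rank-sum test on added TPM, and 842 with adjusted p-values. By construction none of the 882 had such a p between the contralateral and the ipsilateral ICSI, so a difference between the poles was not shown for them. GO terms were not analysed here.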

Examining the subset of genes that were differently expressed exclusively in the ICSI at the V pole compared to the equatorial ICSI (n = 602 genes; Fig. 3B), GO analysis returned terms broadly related to the endomembrane system (including vesicles and endoplasmic reticulum; Supplementary Fig. S2). Similar hits were returned by GO analysis of the genes which were differently expressed exclusively in the ICSI at the A pole compared to the equatorial ICSI (n = 376 genes; Fig. 3B; Supplementary Fig. S2). 

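In the ipsilateral comparison with the equatorial group 489 genes were called that no other comparison called, and with adjusted p-values 281. As for the contralateral set, a difference between the poles was not shown for these genes.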

On the contrary, comparing the A and V pole ICSI (ipsilateral, contralateral) with each other, the differently expressed genes were fewer, and their GO analysis featured terms either spurious or inconspicuous (n = 215 genes; Fig. 3B; Supplementary Fig. S2). 

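The genes called between contralateral and ipsilateral ICSI alone numbered 304 at an unadjusted p under 0.05, and 0 with adjusted p-values. After its expression filter edgeR also called 0 genes between these groups, with 555 at an unadjusted p under 0.05. The 818 genes of this comparison are 8.14% of those tested, against 33.4% and 27.9% in the comparisons with the equatorial group. In counts simulated for the same embryos, with 200 genes changed, the rank-sum test called 5.00% of the unchanged genes between the polar groups at the same threshold. The simulation drew each gene independently, so this share is no measure of chance for real genes, which are not independent. Of 100 splits of the embryos, the real one included, 9 gave as many calls as the 818, so chance cannot be excluded.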

The endomembrane signature is reminiscent of a previous study of ours (Casser *et al.*, 2018) in which we proposed that current models were insufficient to explain the differences between the sister blastomeres of two-cell embryos after natural fertilization, and that it was necessary to invoke additional biological mechanisms possibly related to the endomembrane system. We thus asked how many of the differently expressed genes belonged in the relevant GO-CC, namely GO:0005783 (endoplasmic reticulum) and GO:0005794 (Golgi apparatus). Among the 602 genes that were differently expressed exclusively in the ICSI at the V pole compared to the equatorial ICSI, 66 and 67 were related to the endoplasmic reticulum and Golgi apparatus, respectively. Among the 376 genes that were differently expressed exclusively in the ICSI at the A pole compared to the equatorial ICSI, 54 and 48 were related to the endoplasmic reticulum and Golgi apparatus, respectively. Among the 215 genes that were differently expressed exclusively in the ICSI at the A vs. V pole, 22 and 21 were related to the endoplasmic reticulum and Golgi apparatus, respectively. As already mentioned, the two-cell embryos had developmental potential beyond that stage (Fig. 2). Therefore, for the sake of completeness, the same analysis as that of the blastomeres was applied to their derivative blastocysts. Also in this case, the analysis returned differences in gene expression related to the site of ICSI (Supplementary Fig. S1; gene lists and TPMs are provided in Supplementary Table S5). This suggests that the differences between monozygotic blastomeres can propagate to later stages.

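The deposited blastocyst counts were made in the same way from single-end reads, and each of 2227665 entries equals that of the matrix with reads of the same ends counted once. They hold 69 blastocysts, of which 38 are twins that grew from the separated blastomeres of 19 embryos and 31 are intact, from 2-cell embryos that were not bisected. Total counts per twin had a median of 1094468 (728613 to 1374921, n = 12) after contralateral, 1063827 (922773 to 1612581, n = 14) after ipsilateral and 1146058 (713410 to 2161062, n = 12) after equatorial ICSI. In intact blastocysts they had a median of 633460 (234099 to 1254428, n = 11), 644592 (531176 to 836680, n = 8) and 846605 (249597 to 1147764, n = 12) in the same order. The paper gives 2.9 ± 1.1 mapped reads per library and the mean total on genes was 0.953, both in units of 1000000 reads or counts. Values of both twins were added, which gave 6, 7 and 6 pairs, and the embryo was again the replicate. With so few pairs the rank-sum test was done exactly, over all regroupings.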

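Of 10780 genes in the twin blastocysts, 596 had an unadjusted exact p under 0.05 between contralateral and equatorial ICSI (n = 6 pairs each), 183 higher and 413 lower. Between ipsilateral (n = 7) and equatorial ICSI there were 389, 198 higher and 191 lower, and between contralateral and ipsilateral ICSI 520, 141 higher and 379 lower. After adjustment the exact test called 0 in each comparison, where the smallest p the design allows is 0.00216, 0.00117 and 0.00117. By edgeR, 0 of 10995 genes were called in each comparison, with 728, 426 and 754 at an unadjusted p under 0.05, while DESeq2 called 6, 1 and 1. In 200 genes changed in simulated counts of the same pairs, edgeR recovered 55.7%, 59.3% and 54.6% of those tested. In the intact blastocysts edgeR called 0 of 9165 genes in each comparison, with 629, 338 and 522 at an unadjusted p under 0.05, and DESeq2 called 1, 0 and 0. The alternative that moved the exact test most, apart from adjustment, took each twin as its own value and gave 623 genes in the ipsilateral comparison with the equatorial group.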

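The log2 fold changes between the ICSI groups were compared across genes from the 2-cell embryos to the twin blastocysts. The Spearman coefficient over 9444 genes was 0.138 for contralateral against equatorial, -0.0462 for ipsilateral against equatorial and 0.0298 for contralateral against ipsilateral ICSI. Genes are not independent, so the labels of the blastocysts were permuted, and 35, 71 and 50 of 100 permutations gave a coefficient as large in size. Over the genes with an unadjusted p under 0.05 in the 2-cell embryos the coefficients were 0.231, -0.0744 and 0.211, reached by 39, 75 and 12 of 100 permutations. Of the genes called in the twins, 83 were shared by both comparisons with the equatorial group. From the genes that differed with the site of ICSI in blastocysts, the paper proposes that differences between sister blastomeres can carry on to later stages.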

The results of this section can be summarized as follows. The gene expression profiles of reconstituted two-cell embryos differ according to the fertilization site in a way that cannot be ascribed to DNA damage inflicted by the ICSI needle on the MII meiotic spindle. Instead—and consistent with our previous proposal (Casser *et al.*, 2018)—the fertilization sites appear to induce differences of gene expression in other families of genes, particularly in members of the endomembrane system. The cellular components of this system are unevenly localized in the ooplasm (see the Discussion) and may undergo balanced or unbalanced partitioning at mitosis according to the two competing models of the orientation of the first zygotic cleavage. We therefore examined the individual blastomeres, to see whether they would differ from each other in terms referable to the opposite regions of the ooplasm: A pole and V pole.

### Different fertilization topologies lead to distinct differences of gene expression between the monozygotic blastomeres

As mentioned above, the analysis of single blastomeres was going to be more challenging, because these originate as pairs and it is not, *a priori*, possible to know which blastomere in a pair is ‘first’ and which is ‘second’. We will come back to this problem later in this section. We delved into the paired structure of the data, comparing the monozygotic blastomeres with each other as a function of the fertilization sites. We subjected the 110 individual transcriptomes to non-supervised hierarchical clustering, expecting that the blastomeres of the same embryo would be similar to each other to a greater or lesser extent depending on the ICSI site, and would, therefore, be matched with higher or lower frequency depending on the orientation of the first zygotic cleavage. At first glance the clustering returned the original three groups of the contralateral, ipsilateral, and equatorial ICSI, with few misclassifications (Fig. 4A). 

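The clusters were rebuilt with Ward linkage on TPM standardized per gene, since the text names no linkage. Divided into 3, the tree of the 110 blastomeres had an adjusted Rand index of 0.147 with the ICSI groups, where 1 is full recovery and 0 is chance. The index exceeded chance when the group labels were permuted over embryos with sisters kept together (1-sided permutation test, p = 0.00026). The first cluster held 6 contralateral, 3 ipsilateral and 19 equatorial blastomeres. The second held 13, 19 and 5 of them, and the third 23, 20 and 2. The equatorial blastomeres were thus gathered mainly in 1 cluster, and the polar groups were spread over the others. Within plate 1 the index was 0.325 (p = 1.0e-05, the smallest that 100000 permutations can give), and with the 48 pairs it was 0.153. Plate 1 alone moved it most, and average linkage on 1 minus the Spearman correlation lowered it to 0.00171 (p = 0.564). Average linkage formed clusters of 2 and 1 blastomeres and put all the others in 1 cluster, so its index cannot inform on the groups.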

We then proceeded to pair the transcriptomes to see how often the *in silico* pairs would match the natural, i.e. original pair associations of the precursor two-cell embryos. We rendered the pair associations graphically by means of constellation diagrams (Fig. 4B). This graphic provides a clear and immediate view that already allowed us to note, in our previous study conducted on naturally fertilized two-cell embryos, that the monozygotic blastomeres were similar to each other in only ∼30% of the embryos (Casser *et al.*, 2017). Contrary to our previous observations, the present analysis returned 38%, 48%, and 67% (*P* = 0.08, chi square) as frequencies of correct pair associations for the ICSI at the equator, at the A pole and at the V pole, respectively. It thus appears that equatorial fertilization increases while polar (A or V) fertilization reduces the differences between monozygotic blastomeres.

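Within each ICSI group, a pair was counted as matched when the sisters joined each other first, or when their smallest common branch held 1 further blastomere. This was met by 11 of 21 contralateral pairs (52.4%, Wilson 95% confidence interval 32.4% to 71.7%), 10 of them joined directly. It was met by 10 of 21 ipsilateral pairs (47.6%, 28.3% to 67.6%), 7 of them directly, and by 6 of 13 equatorial pairs (46.2%, 23.2% to 70.9%), 6 of them directly. The intervals, which cover counting error only, overlap, and the groups did not differ (2-sided Fisher-Freeman-Halton exact test by permutation, p = 1). With partners drawn at random the mean number of matches was 0.77, 1.02 and 0.87. The 2000 most variable genes on the log scale moved the test most (p = 0.133), with 14 of 21 contralateral (66.7%), 10 of 21 ipsilateral (47.6%) and 4 of 13 equatorial pairs (30.8%) matched. Other choices changed the order of the ipsilateral and equatorial groups, such as direct joins alone, with the ipsilateral share 12.8 percentage points below the equatorial one (a difference of -12.8).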

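The distance between sisters, 1 minus the Spearman correlation of TPM over the 10047 genes, had a median of 0.193 after contralateral (n = 21 pairs), 0.181 after ipsilateral (n = 21) and 0.213 after equatorial ICSI (n = 13). The means were 0.186 ± 0.0396, 0.187 ± 0.0351 and 0.220 ± 0.0398 (SD). The difference in medians from the equatorial group was within the spread between pairs for contralateral (-0.0195, 2-sided permutation test, p = 0.188) and ipsilateral ICSI (-0.0317, p = 0.132), each with an adjusted p of 0.281 over 3 tests. Within plate 1 the ipsilateral difference was -0.0437 (adjusted p = 0.0488). With the 48 pairs under the mitochondrial limit the differences were -0.0421 (p = 0.0266, adjusted p = 0.0797) and -0.0343 (p = 0.0902, adjusted p = 0.135). Blastomeres that are not sisters also lay further apart in the equatorial group. Divided by the median distance of non-sisters of the same group and plate, the medians were 0.892, 0.882 and 0.885 (p = 1 for each comparison, as for the adjusted values). Of the 55 pairs, 46 were nearer to each other than that median. From the frequencies of pair matches, the paper proposes that equatorial fertilization enlarges, and polar fertilization lessens, the differences between sisters.

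**Figure D3:**
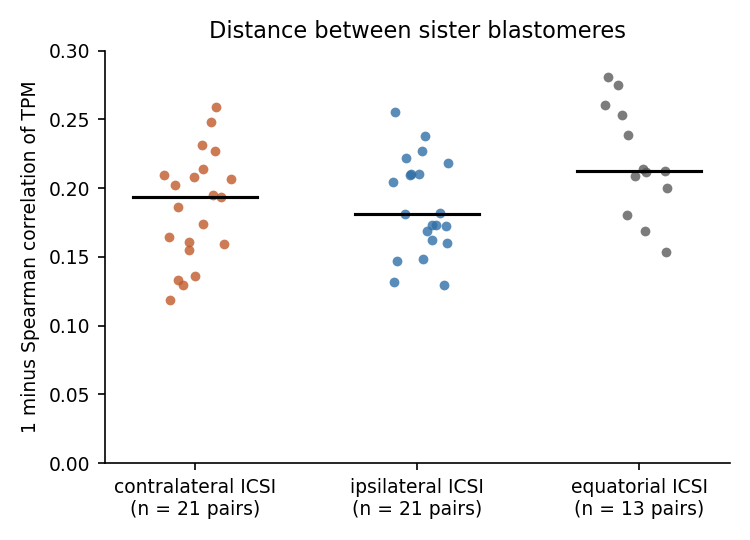
Distance between sister blastomeres, as 1 minus the Spearman correlation of TPM, for each pair by ICSI group (21 contralateral, 21 ipsilateral and 13 equatorial pairs), with a bar at the median. The medians are 0.193, 0.181 and 0.213, and the ranges of the 3 groups overlap, from 0.119 to 0.259, 0.130 to 0.255 and 0.154 to 0.281.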

**Figure 4.**
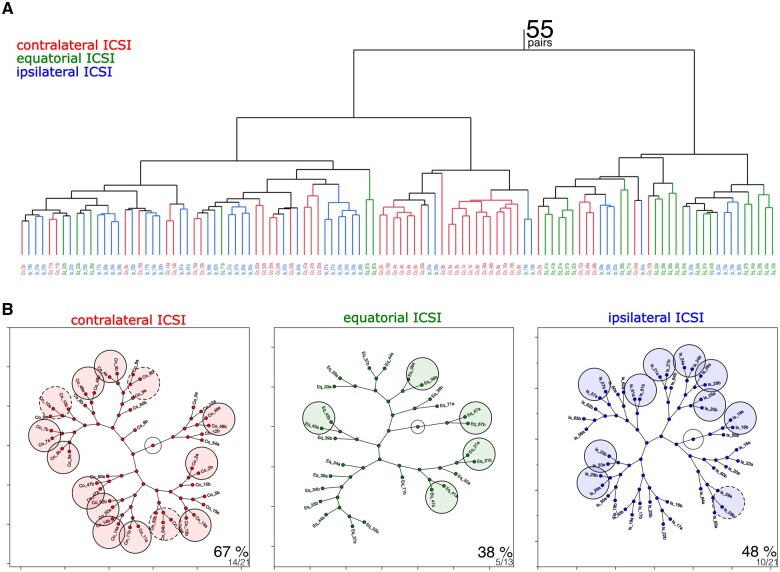
**Different fertilization topologies lead to distinct differences of gene expression between the monozygotic blastomeres**. (**A**) Following contralateral, equatorial or ipsilateral ICSI, the individual blastomeres’ transcriptomes (110 cells, 7492 mRNAs; GSE241089) were subjected to non-supervised hierarchical clustering analysis to see if they would return the original three ICSI groups. (**B**) Within the ICSI groups, the individual blastomeres’ transcriptomes were rendered as constellation diagrams to appreciate how often each blastomere would be matched correctly to the companion blastomere (encircled). Circles with solid line indicate perfect matches, circles with dotted line indicate near-perfect matches (i.e. the blastomeres and its companion blastomere are separated by a single node). The proportions shown at the bottom-right corners of constellation diagrams indicate the number of matches over the number of pairs, and the corresponding percentage. The pairs were coded as follows: ‘Co’ or ‘Eq’ or ‘Ip’ _Embryo number_‘a’ or ‘b’, to indicate the one or the other blastomere (‘a’ or ‘b’) of a given embryo (‘Embryo number’) from contralateral (Co), equatorial (Eq) or ipsilateral (Ip) ICSI.

We designed a more granular analysis to gain further insights into the possible meaning of the inter-blastomere differences as follows. We faced a problem that it is not, *a priori*, possible to know which blastomere in a pair is ‘first’ and which is ‘second’ in order to perform ratios or subtractions of transcript levels in a consistent manner across all 55 pairs of blastomeres. 

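The letters a and b given to sisters name no known first or second blastomere, but sister a lay in the odd and b in the even plate columns. A test between them serves as a negative control, in which an effect of the well would also show. With the embryo as a block, edgeR called 0 of 11712 genes between sister a and sister b over the 55 pairs, with 525 at an unadjusted p under 0.05. By the 2-sided Wilcoxon signed-rank test on TPM, 698 of 10047 genes (6.95%) had an unadjusted p under 0.05, and 0 remained after adjustment. Of the 698, 221 were higher and 477 lower in sister b.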

Even if we could know it *a posteriori* based on, for example, which blastomeres underwent the next cleavage first, the caveat is that the blastomere would no longer be at the two-cell stage. We devised a simple analytical strategy to circumvent this problem, as follows. 

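The size of a difference in TPM follows the level of the transcript. Across the 10047 genes, the mean absolute difference between sisters correlated with the mean TPM with a Spearman coefficient of 0.937. The 5 largest mean differences over the 55 pairs were those of mitochondrial genes. For mt-Atp6 it was 1894 ± 1888 TPM (SD, n = 55) at a mean level of 8830 TPM, and for mt-Cytb 1596 ± 1244 at a mean level of 6407 TPM. They were followed by mt-Atp8 (1237), mt-Co3 (1019) and mt-Co2 (927).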

We calculated the absolute difference of the two TPMs for each pair of blastomeres (ignoring the sign plus or minus). Using these absolute differences, it became possible to rank all genes of the dataset (7492 mRNAs) and perform gene set enrichment analysis in the GO-CC, taking into account both the rank and the absolute difference that determined the rank. Gene set enrichment analysis revealed that the inter-blastomere differences were conserved, since seven of the top ten GO-CC terms were shared among the three ICSI groups (Fig. 5A). It is of note that one of the shared GO-CC terms is the ‘midbody’ (Fig. 5A′), which is the derivative and, at the same time, the residual structure of the MII spindle after PB2 extrusion (McDougall *et al.*, 2020). To confirm, we repeated the analysis in a different way. We identified the top 100 genes with the greatest inter-blastomere differences in each of the three groups to focus on only the most differently expressed genes. 

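Genes were ranked in each ICSI group by the mean absolute difference in TPM between sisters, and 60 genes were among the top 100 of all 3 groups. Of these 60, 50 are among the 100 genes with the highest mean TPM and 13 are mitochondrial. Their median exonic length was 1039 nt, against 4680 nt for all genes ranked. When blastomeres were paired at random with non-sisters of the same group, the lists shared a median of 66 genes (58 to 71 in 100 draws), so the number shared by sisters was within that range. Differences of log2(TPM + 1) moved the number most after differences divided by the mean TPM of the pair, with 6 and 0 shared genes respectively.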

Most (71%) of the inter-blastomere differences were shared (Fig. 5B). Functional enrichment analysis of the shared genes returned ‘Swr1 Complex (GO:0000812)’ as the most significant GO-CC term (Fig. 5B′), which again relates to meiosis (Gonzalez-Arranz *et al.*, 2020). As done previously, the same analysis as that of the blastomeres was applied to their derivative blastocysts. 

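The same clustering was applied to the 38 twin blastocysts. Divided into 3, the tree had an adjusted Rand index of -0.0174 with the ICSI groups, within chance (1-sided permutation test over pairs, p = 0.523). In the tree, 5 of 19 twin pairs were matched. On the log2(TPM + 1) scale the index was 0.0799 (p = 0.106) with 9 pairs matched, and with average linkage -0.00372 (p = 0.878) with 8. Average linkage put 36 of the 38 twins in 1 cluster, so its index cannot inform on the groups.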

Probably due to the equalizing effect of the *in vitro* culture for 3 days, clear clusters similar to those of the blastomere analysis (Fig. 4A) could not be recognized in the blastocysts (Supplementary Fig. S1).

**Figure 5.**
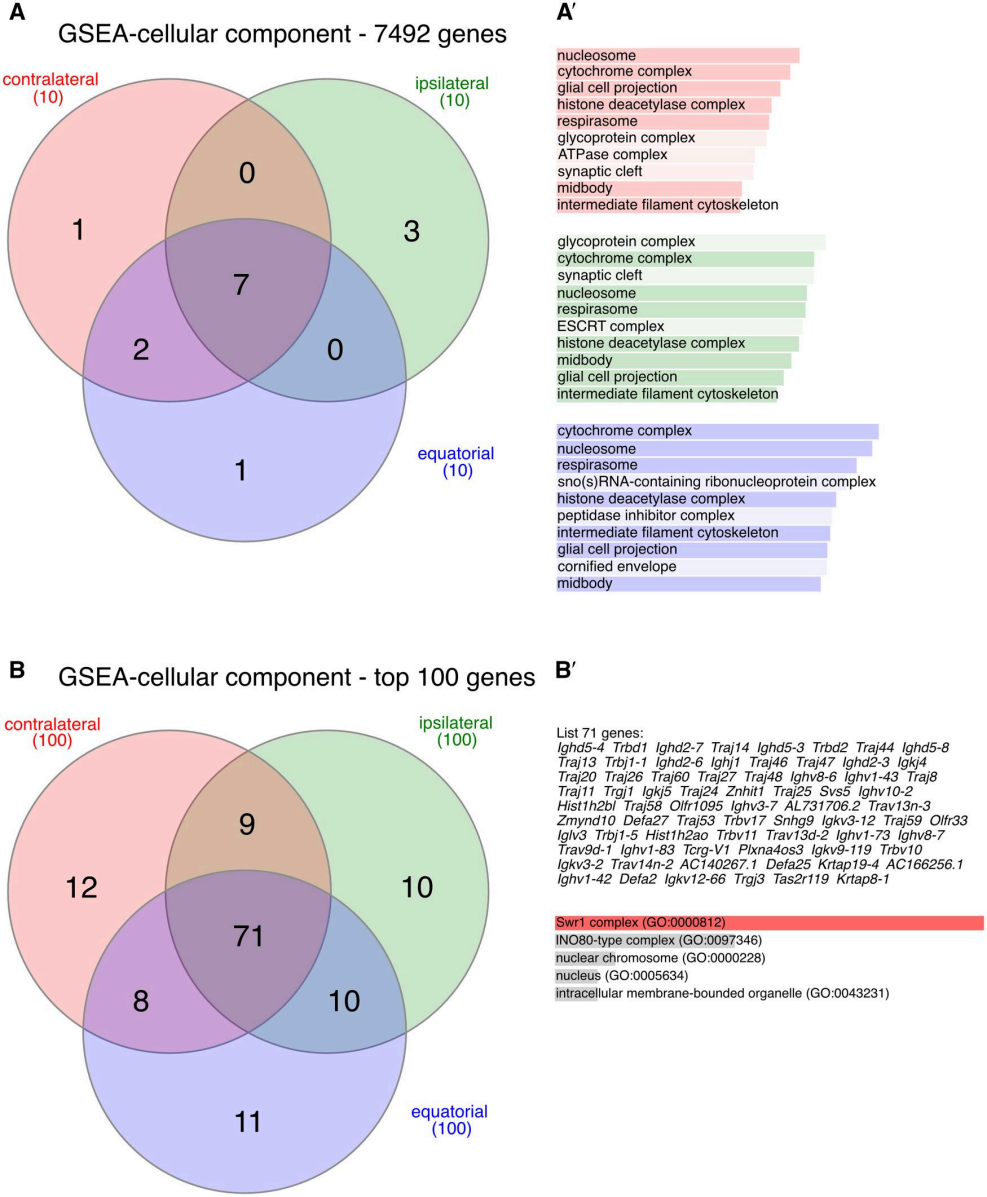
**Gene set enrichment analysis (GSEA) of the inter-blastomere differences of gene expression**. (**A**) Venn diagram representation (*InteractiVenn*; Heberle *et al.*, 2015) of the top-10 GO-CC terms found enriched (*Webgestalt*; Zhang *et al.*, 2005; Elizarraras *et al.*, 2024) in the full set (7492 mRNAs) of inter-blastomere differences (ranked) after contralateral, equatorial and ipsilateral ICSI. Seven of the 10 terms are common to the three groups. (**A′**) The seven common GO-CC terms are shown darkened in the bar chart. (**B**) Venn diagram representation of the top-100 inter-blastomere differences after contralateral, equatorial, and ipsilateral ICSI. (**B′**) The shared 71 genes were subjected to GO analysis (*Enrichr*; Chen *et al.*, 2013), returning the ‘Swr1 complex’ which is related to meiosis. GO-CC, gene ontology–cellular component.

The results of this section can be summarized as follows. When the fertilization sites are not left to chance, but imposed by the ICSI at the A pole or V pole or equator, the differences in gene expression between monozygotic blastomeres can be consolidated into two groupings: one resulting from fertilization at either the A or V pole, after which the inter-blastomere differences are small, and the other resulted from fertilization at the equator, after which the inter-blastomere differences are greater. A common theme of these differences is that they share a meiotic signature, as if to suggest that the fertilized oocyte divides in a way that entails segregation (i.e. complete separation) of A and V hemispheres into the blastomeres of the two-cell embryo. This would be consistent with the complementarity of the molecular signatures encountered in this section (midbody, meiosis) and in the previous section (endoplasmic reticulum), since the A pole is richer in meiotic spindle-associated transcripts (VerMilyea *et al.*, 2011) while the V pole is richer in endoplasmic reticulum (Kline *et al.*, 1999; FitzHarris *et al.*, 2003). In order to shed light on this alluring possibility, we undertook the decisive experiment in the next—and last—section.

### Evidence of A–V segregation into two-cell stage blastomeres and its closer relationship to the shorter diameter of MII oocytes

To conclude, we wanted to see if there is any evidence for the segregation of A and V hemispheres into the blastomeres of the two-cell mouse embryo. The glitch with current approaches to the observation of the first zygotic cleavage is that the oocytes are free to move in the culture dish. They can roll together with and rotate within the ZP, to the point that some scholars have coined the expression ‘oocyte acrobatics’ (Graham *et al.*, 2021), albeit other scholars disagree on the rotation (Gardner and Davies, 2003, 2006). In order to counter these drawbacks, we secured an invariant view of MII oocytes to assess the relationship between oocyte diameters and the first cleavage axis. We held the oocytes physically immobilized, one at a time, in the micromanipulation chamber during the ICSI and for 24 h thereafter (Fig. 6A). Such follow-up was all but straightforward: in order to support development, 25% (v/v) embryo culture medium (Materials and Methods) had to be added to the micromanipulation medium and the glass floor of our standard micromanipulation chamber had to be replaced with a plastic floor (to the detriment of image quality under Nomarski optics). The physical immobilization not only secured invariant viewing, but also allowed us to relinquish the time-lapse in favour of simpler, less phototoxic static pictures. These were taken at three time points, i.e. at the time of the ICSI as well as 5 and 24 h later (Fig. 6B). The unchanged position of the ICSI hole in the ZP and the dent left by the ICSI needle in the oolemma (examples shown in Fig. 6B, white arrows and circles, respectively) attest that the oocytes did not move during the 24 h. The ICSI zygotes were followed up in development to ascertain that they were capable of reaching beyond the stage of interest (two-cell stage). The zygotes were able to progress to the 8-cell stage in the micromanipulation chamber and all the way to blastocysts when transferred to a regular incubator, where the blastocysts were also able to mimic implantation by attaching onto a layer of mitotically inactivated fibroblasts (outgrowth assay; Armant *et al.*, 1986; Kim *et al.*, 2020) (Supplementary Table S2).

**Figure 6.**
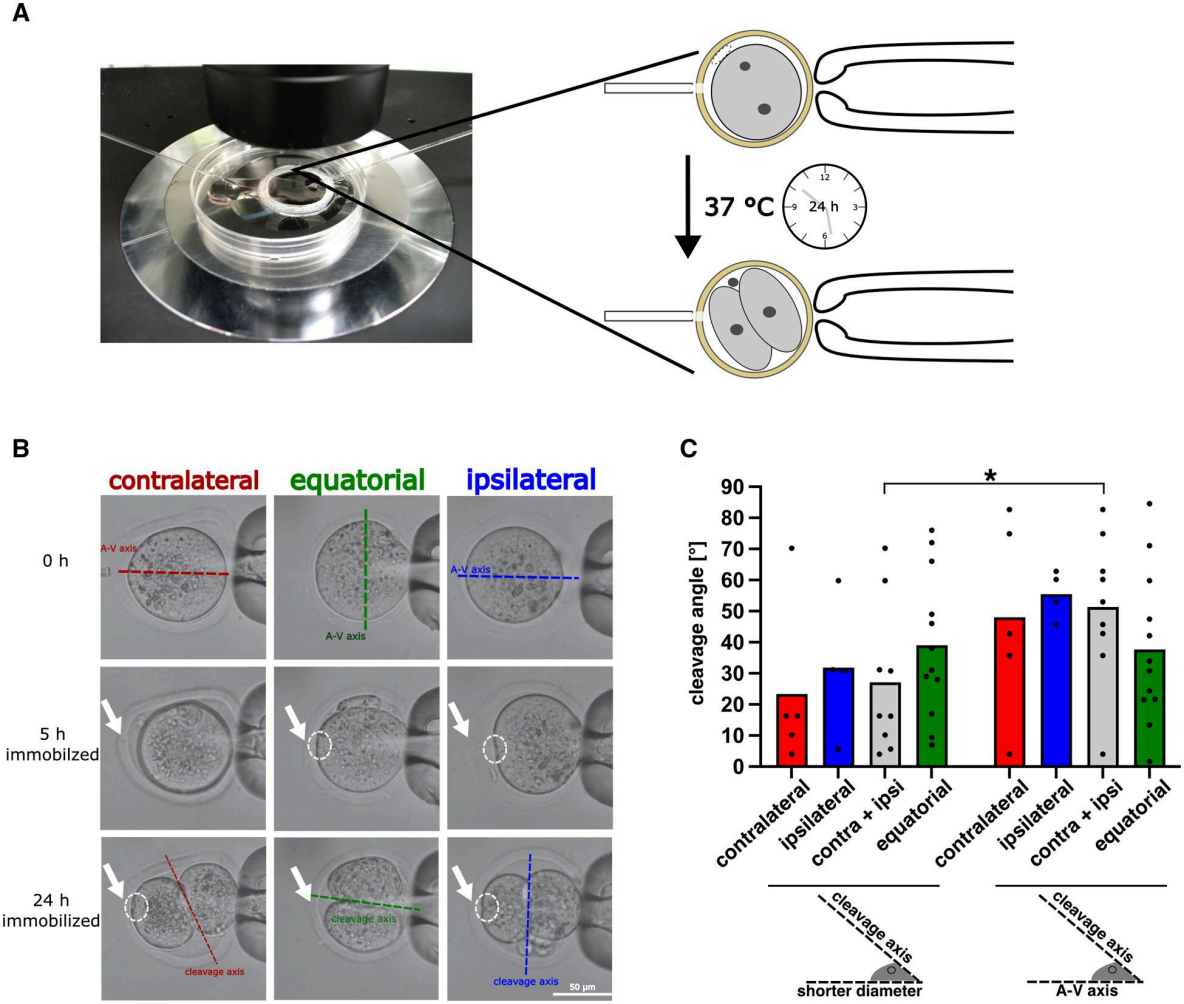
**The shorter diameter of MII oocytes overrides the effect of the fertilization site in MII mouse oocytes**. (**A**) Overview of the micromanipulation chamber placed on ThermoPlate at 37°C on the stage of the inverted microscope. One oocyte (B6C3F1) at a time was injected with a single sperm head (CD1). After injection the oocyte was not released but held in position (immobilized) for 24 h in the micromanipulation chamber, thereby allowing for pronuclear formation and first cleavage. (**B**) Representative images of oocytes of each ICSI group, showing the A–V axis of oocytes, the cleavage axis, and the ICSI hole in the zona pellucida (ZP; white arrow) as well as the dent left by the ICSI needle in the oolemma (white circle). (**C**) Distribution of angles (°) of departure of first cleavage axis from shorter diameter or from A–V axis of MII oocyte, according to the type of ICSI. The angles are smaller, i.e. the first cleavage is closer to the shorter diameter and reach statistical significance when the polar ICSIs (contra, ipsi) are combined (*P = 0.0391; Wilcoxon test).

With the confidence gained from the above validation, we proceeded to examine the pictures. Inspection of the pictures taken at 0 h (just prior to the ICSI) of 22 individual MII oocytes accurately oriented with pole A at 12 o’clock showed that they were not perfectly round but prolate in shape, with a longer diameter (along the A–V axis) and a shorter diameter (perpendicular to the A–V axis, i.e. equatorial). This reminded us of Hertwig’s rule, whereby cells tend to divide across the shorter diameter (Hertwig, 1884, 1893). We, therefore, examined the later pictures taken at 24 h, measuring the angle of departure of the first cleavage axis from the shorter axis and from the A–V axis (Fig. 6C). The angle was autonomous to the oocyte: when the oocyte was rotated by 90° (all other parameters unchanged), the cleavage axis also changed, following the new orientation of the oocyte, as exemplified in the middle column in Fig. 6C. The angles did not relate in any simple way to the prevalent models of the first cleavage in mice (see the Introduction). Whereas one model predicates that the first cleavage occurs parallel to the A–V axis or close to it, which is referred to as ‘meridional,’ we measured an angle of 40° to the A–V axis and 30° to the shorter axis of the MII oocyte (Fig. 6C). Whereas the other model predicts that cleavage is perpendicular to the A–V axis, i.e. equatorial only when the sperm enters the oocyte at the V pole, perpendicular cleavage also occurred after the sperm deposition at the A pole via the ipsilateral ICSI (Fig. 6C). In other words, zygotic cleavage near the equator was prevalent when the fertilization site lay on the A–V axis of the oocyte, which is a prevalence strikingly similar to that of another study in which the frequency of equatorial cleavage was quantified in 73% (Zheng *et al.*, 2013).

We retrieved published imaging data of the first cleavage and reanalysed them to understand whether our observations had a more general validity. Our manual search of the literature returned 24 relevant studies (Fig. 7A), including 11 studies in mouse (Gray *et al.*, 2004; Hiiragi and Solter, 2004; Motosugi *et al.*, 2005; Plusa *et al.*, 2005; Yamagata *et al.*, 2009; Mizutani *et al.*, 2012; Mashiko *et al.*, 2020; Baran and Pisko, 2022; Jin *et al.*, 2022; Okabe *et al.*, 2023; Zhao *et al.*, 2024), 10 studies in human (Cooke *et al.*, 2003; Wong *et al.*, 2010; Athayde Wirka *et al.*, 2014; Yang *et al.*, 2015, 2024; Iwata and Mio, 2016; Ebner *et al.*, 2017; Desai and Gill, 2019; van Marion *et al.*, 2021; Currie *et al.*, 2022) and 3 studies in bovine (Yao *et al.*, 2018, 2022; Suzuki *et al.*, 2023). We played the movies forward until the first cleavage had occurred. At that point, we identified the shorter diameter of the zygotes and measured the angles of departure of the first cleavage axis from the shorter diameter, compared to the angles measured relative to the A–V axis. The angles of each zygote scored in each study are presented (Fig. 7A). The shorter diameter was a more reliable predictor of the orientation of the first cleavage than the A–V axis, thereby corroborating the observations enabled by our ICSI method coupled with 24-h immobilization.

**Figure 7.**
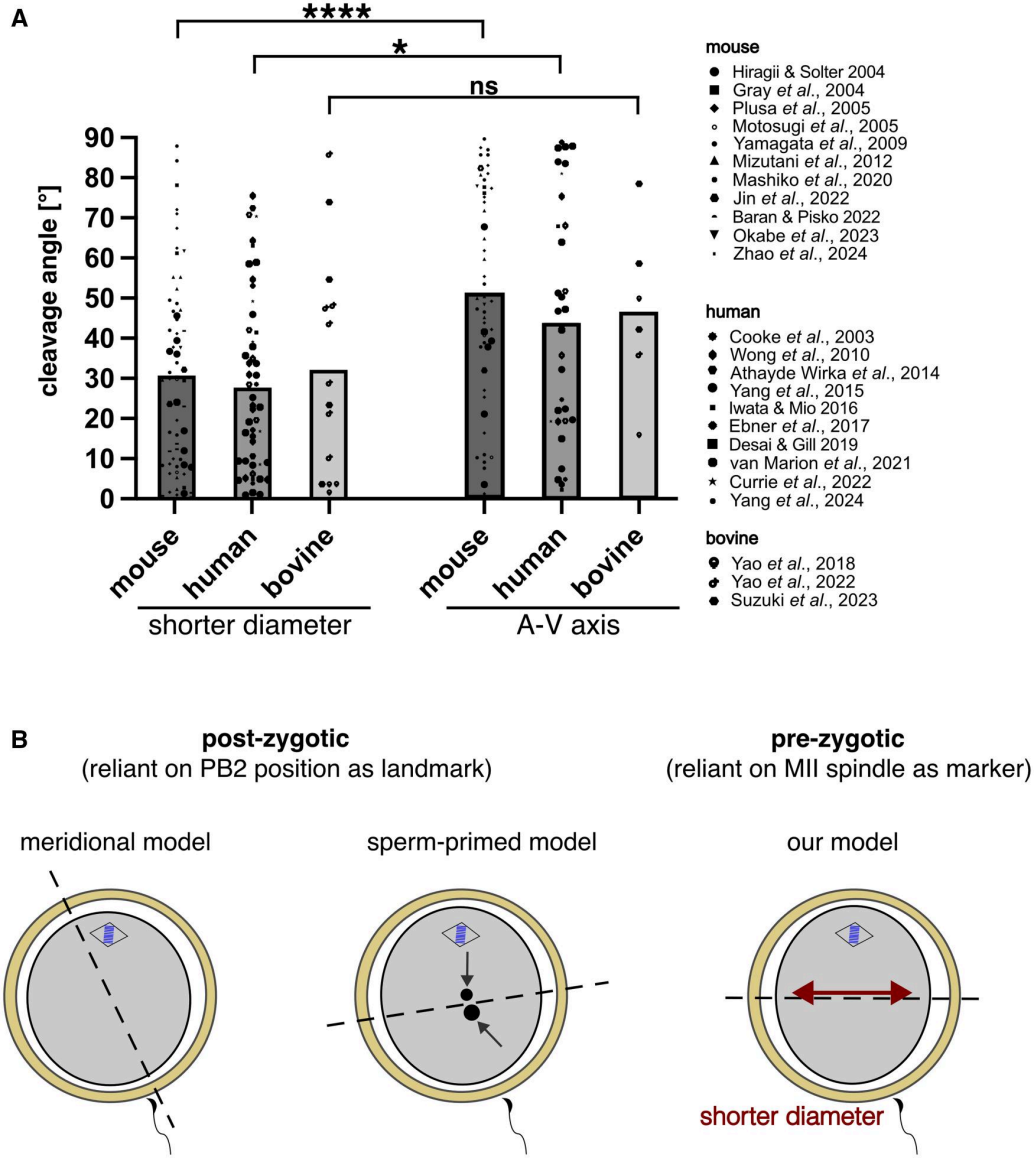
**Re-analysis of publicly available time-lapse imaging datasets and proposal for a new model of first zygotic cleavage**. (**A**) Histogram shows the angle (°) of departure of the first cleavage axis from the shorter diameter versus A–V axis of zygotes in three mammalian species. Angle (ordinate) versus species (abscissa) is shown for each scored oocyte of each study (note the symbols to the right side of the histogram). The angle of first cleavage is closer to the shorter diameter than to the A–V axis (mouse, ****P < 0.0001; human, *P = 0.0136; bovine, ns, *P* = 0.2391; Wilcoxon test). (**B**) Summary of the previous models of first zygotic cleavage (based on post-zygotic observations) compared to our proposed model (based on pre-zygotic observations). A–V, animal-vegetal; PB2, second polar body; MII, metaphase II.

The results of this section can be summarized as follows. Compared with past studies conducted on randomly positioned fertilized oocytes, our examination of MII oocytes subjected to fertilization on stage and immobilization for 24 h revealed that mouse oocytes had a strong preference to divide across their shorter diameter, apparently following Hertwig’s rule, irrespective of the fertilization site (Fig. 7B). This way of cleavage can explain why the imposition of fertilization at three different locations by the ICSI led to similar results in terms of inter-blastomere differences: the oocyte’s short diameter is one and the same regardless of the ICSI location. Moreover, it offers a rationale for the observation that discordance of twin blastocysts is preserved no matter the developmental stimulus (Casser *et al.*, 2017): again, the oocyte’s shorter diameter is one and the same.

## Discussion

This study has shown that the orientation of the first zygotic cleavage is relevant to the properties of the sister blastomeres in two-cell mouse embryos, regarding the origin of their diversity. If cleavage was meridional and fixed, then we could assume that the two-cell blastomeres are balanced in terms of their content in A and V materials and their diversification must, therefore, occur at a later stage (regulative development). If cleavage occurred at any random orientation, then we could assume that the two-cell blastomeres are unbalanced in terms of content in A and V material and, therefore, start out as different (mosaic development). In fact, we have shown here that there is also a third way: equatorial cleavage separating the A and V material into the blastomeres. This is a foundational aspect not limited to mice, but also relevant to humans since we know that the blastomeres differ from each other (Junyent *et al.*, 2024) already at the two-cell stage in not only the mouse embryo (Piotrowska *et al.*, 2001; Casser *et al.*, 2017) but also the human embryo.

The problem is that until now, it has not been clear how the zygote cleaves in the first place, with respect to its most prominent landmarks (A and V pole). We tackled this problem through a novel use of oocyte and sperm micromanipulations, building on what we think is a cytologically safer definition of the A pole, i.e. based on the MII spindle and not the PB2. Although a previous study concluded that the A pole was dispensable for full mouse development (Ciemerych *et al.*, 2000), the definition of the A pole was based on the PB2, which can be displaced from its original position and is, thus, of limited informative value. Moreover, half of the zygotes without an A pole could not develop to term (Ciemerych *et al.*, 2000), and a more recent study even claimed that mouse zygotes whose PB2 had been removed could not develop to term at all (Jin *et al.*, 2022). We did not have these concerns in our study, being based on the MII spindle as the landmark of the A pole. Our ICSI at specific and predefined ooplasmic locations (A pole, V pole, or equator) combined with blastomere dissociation at the two-cell stage is the reason why we devoted extensive controls to assure that the developmental ability was retained well beyond the developmental stage of interest. All three fertilization sites led to live births, including that at the A pole, which is usually recommended to be avoided in ICSI because of the risk of damage to the MII spindle and consequent chromosome mal-segregation (Van Der Westerlaken *et al.*, 1999; Blake *et al.*, 2000; Eichenlaub-Ritter *et al.*, 2002; Plusa *et al.*, 2002a; De los Santos *et al.*, 2016; Mori *et al.*, 2021) or, additionally, because of the risk that the sperm nucleus is dragged along with the PB2 (Mori *et al.*, 2021). Clearly, these risks are higher when the ICSI needle passes closer to the MII spindle in contralateral or ipsilateral compared to equatorial ICSI. These risks were given due consideration in the data analysis below.

We interrogated the transcriptomes of the individual sister blastomeres to clarify whether the early two-cell embryo has blastomeres that are still mirror images or have already started to diversify. Granted, a transcriptome analysis does not capture all the molecular complexity and particularly in a study such as this, with all the differences between the sister blastomeres of the two-cell embryo, however, it is a convenient starting point. Two previous transcriptomic studies could have provided useful insights into this question, were it not for the fact that they reached opposite conclusions: there were reproducible differences in the transcriptomes of sister blastomeres (Biase *et al.*, 2014) and there were no reproducible differences between sister blastomeres (VerMilyea *et al.*, 2011) of two-cell stage mouse embryos. These were generated by natural fertilization, in which the oocytes were fertilized at almost any random location on the oolemma. We did not have this confounder in our study, being based on specifically predefined sites of fertilization imposed via ICSI.

Before delving into the analysis of the transcriptomic traits traceable to the partitioning of A and V pole materials, we made sure the differences were not due to ICSI-induced DNA damage. In fairness, we observed an increased expression of DNA damage repair genes in contralateral and ipsilateral ICSI compared with equatorial ICSI; however, this increase concerned a minority of genes, and we applied no mathematical correction for multiple comparisons. Combined with the observation that the total number of embryonic cells was not reduced (Fig. 2B), as it should be if there were DNA damage (Baran and Pisko, 2022), our data support that ICSI-induced DNA damage played a marginal role in this study. It became apparent from the graphical representation of the transcriptomes by means of constellation diagrams (Fig. 4B) that the first model was not supported, as it predicted that blastomeres were mirror images, whereas the observed cases of correct matching varied in the three ICSI groups. However, the second model did not appear to be supported either, as revealed by the conserved GO signature of the inter-blastomere differences of gene expression, which contrasted with the proposed variability of the cleavage plan in this model. Compared to our initial expectation that the A pole is richer in meiotic spindle-associated transcripts (VerMilyea *et al.*, 2011) and the V pole is richer in endoplasmic reticulum (Kline *et al.*, 1999; FitzHarris *et al.*, 2003), we found that there is, indeed, a meiotic trait in the conserved GO signature. This is consistent with a study in which the PB2, which forms at the A pole after the second meiotic division, was proposed to stay attached to one of the two blastomeres and make it become different from the other blastomere by way of the material transfer from PB2 to blastomere (Jin *et al.*, 2022). The meiotic signature would make sense if the first zygotic cleavage separated the A and V poles, since the A pole contains meiosis-related transcripts surrounding the spindle (VerMilyea *et al.*, 2011), while the V pole is richer in the endoplasmic reticulum (Kline *et al.*, 1999; FitzHarris *et al.*, 2003). The problem with this proposed explanation is that if it were true, then it would imply that three distinct fertilization sites all led to the same outcome, i.e. the same separation of the A and V materials at the first cleavage.

To be able to test whether the A and V materials actually separate from each other at the first cleavage, we did something that we are not aware has ever been done before. We kept the oocytes immobilized from the time of ICSI until the first cleavage, taking pictures at the beginning and end of the immobilization. Given the novelty of this approach, we, again, devoted extensive controls to confirm that developmental ability was retained beyond the stage of interest (the blastomeres formed blastocysts, and these were able to form outgrowths in an *in vitro* implantation model). Thanks to the immobilization, we observed that the oocytes fertilized by the ICSI at the A pole (ipsilateral) or V pole (contralateral) had a strong tendency to divide across the shorter diameter, i.e. equatorially. Unlike these oocytes, those fertilized at the equator appeared to have more variability in the angle of departure of the first cleavage axis from the A–V axis. There seems to be something special about equatorial fertilization, as it was previously noted that mouse zygotes were more sensitive to the removal of equatorial material than polar material (Zernicka-Goetz, 1998). While an equatorial cleavage is detrimental for development in sea urchins (Gardner, 1996), the effects of equatorial cleavage are less clear in mammals, although it is evident that it happens (Cooke *et al.*, 2003; Gardner and Davies, 2003; Zheng *et al.*, 2013). Thanks to the immobilization of oocytes, we also noted that the equator was also the shorter diameter, albeit with exceptions. This reminded us of Hertwig’s rule (Hertwig, 1884, 1893), whereby cells tend to divide perpendicularly to their longer axis. Although response of the first cleavage axis to the shorter diameter was recognized previously in mouse zygotes either in their native state (Gardner and Davies, 2003, 2006) or when subjected to experimental lateral compression (Gray *et al.*, 2004), it is not known whether Hertwig’s rule would already apply from pre-fertilization. Notably, this seemed to have been the case—but has gone unnoticed—in previous studies of the first zygotic cleavage, as revealed in our reanalysis of 24 such studies. Thus, Hertwig’s rule could, in itself, already explain why there was a bias toward equatorial cleavage after the ICSI conducted at the A or V pole.

While advancing the conceptualization of mouse development, our study has some limitations. Our observations are contingent on the level of molecular investigation (mRNA) chosen and on the use of the ICSI, and so are the limitations. A first limitation is that transcriptomic differences between sister blastomeres do not capture the entire molecular complexity. Future work will need to look, for instance, at the global protein differences between sister blastomeres, but single-cell proteomics is presently a challenge. A second limitation is that our experiments were conducted in a single mouse strain as the oocyte donor, which is comparable to the ethnic groups in humans. Since there are differences in proteome composition between oocytes of different mouse strains (Pfeiffer *et al.*, 2015), we cannot exclude that differences of protein distribution could exist at the subcellular level as well, and these could also vary with the age of the oocyte. A third limitation is that the ICSI is not like natural fertilization or *in vitro* insemination but bypasses the normal local introduction of sperm membrane into the oocyte membrane, which some might argue could play a role in orienting cytokinesis. Indeed, the mouse oocytes fertilized via the ICSI are different from the conventionally fertilized oocytes regarding, for example, the remodelling of the egg cortical cytoskeleton and the block of polyspermy (Maleszewski *et al.*, 1996; Wortzman-Show *et al.*, 2007). A fourth and final limitation is that we did not examine the oocytes and zygotes for internal movements due to cytoplasmic streaming forces (Ajduk *et al.*, 2011; Graham *et al.*, 2021). As a consequence, the movement of the paternal pronucleus from the periphery to the centre of the ooplasm may or may not occur in a straight line (Mori *et al.*, 2021; Scheffler *et al.*, 2021), and a displacement of the paternal pronucleus could contribute to the statistical dispersion of the angles measured between the oocyte diameter (whether long or short) and the cleavage axis. Although there are limitations, the second and third do not seem to compromise the generalizability of our results, since these are in line with those obtained after natural fertilization and in different species, as shown in Fig. 7A.

In conclusion, our results attest to the contribution of MII oocyte architecture to the properties of the first two blastomeres, which originate as already different from each other rather than starting to diversify later on, in mice. Without prejudice to the notion that mammalian embryogenesis is predominantly regulative, the partitioning of oocyte territories into the blastomeres can exert an influence on the unfolding of regulative processes. This offers a rationale to explain the discordant properties of two-cell stage blastomeres and resultant monozygotic twins in mice (Casser *et al.*, 2017). Similar inter-blastomere discordance has also been observed in humans (Junyent *et al.*, 2024), thus, it is conceivable that the processes involved are conserved in the two species. In humans, ICSI and IVF are an integral part of medically assisted reproduction. It follows that no matter in which region of the ooplasm the spermatozoon may be introduced, whether by ICSI or IVF, the zygote may cleave equatorially more often than previously thought. If so, then part of the embryo developmental potential may be determined before fertilization (Yanez *et al.*, 2016) by the shape and contents of the MII oocyte. Considering that blastomeres are sometimes also removed to make a pre-implantation genetic diagnosis, removal of an early blastomere could have a greater or lesser impact depending on whether that blastomere’s cytoplasm stemmed from the A or V hemisphere of the oocyte. Some of these ideas might sound like unproven possibilities, but they are not far-fetched; they present tantalizing possibilities that could push the conceptualization of modern embryology, both basic and clinical.

## Supplementary Material

gaae045_Supplementary_Data

## Data Availability

All data needed to evaluate this article are provided in the main body or in the Supplementary Materials. The large-scale data (RNA-seq) have been deposited in the Gene Expression Omnibus of NCBI with accession number GSE241089. For convenience, the extensive information embedded in GSE241089 has also been simplified and summarized in Supplementary Tables S1, S3, and S5 (RNA-seq filtering criteria and TPM values of blastomeres and derivative blastocysts).

## References

[gaae045-B1] Ajduk A , IlozueT, WindsorS, YuY, SeresKB, BomphreyRJ, TomBD, SwannK, ThomasA, GrahamC et al Rhythmic actomyosin-driven contractions induced by sperm entry predict mammalian embryo viability. Nat Commun 2011;2:417.21829179 10.1038/ncomms1424PMC3265380

[gaae045-B2] Antczak M , Van BlerkomJ. Oocyte influences on early development: the regulatory proteins leptin and STAT3 are polarized in mouse and human oocytes and differentially distributed within the cells of the preimplantation stage embryo. Mol Hum Reprod 1997;3:1067–1086.9464852 10.1093/molehr/3.12.1067

[gaae045-B3] Antczak M , Van BlerkomJ. Temporal and spatial aspects of fragmentation in early human embryos: possible effects on developmental competence and association with the differential elimination of regulatory proteins from polarized domains. Hum Reprod 1999;14:429–447.10099991 10.1093/humrep/14.2.429

[gaae045-B4] Armant DR , KaplanHA, LennarzWJ. Fibronectin and laminin promote in vitro attachment and outgrowth of mouse blastocysts. Dev Biol 1986;116:519–523.3732618 10.1016/0012-1606(86)90152-1

[gaae045-B5] Athayde Wirka K , ChenAA, ConaghanJ, IvaniK, GvakhariaM, BehrB, SurajV, TanL, ShenS. Atypical embryo phenotypes identified by time-lapse microscopy: high prevalence and association with embryo development. Fertil Steril 2014;101:1637–1648 e1631-1635.24726214 10.1016/j.fertnstert.2014.02.050

[gaae045-B6] Baran V , PiskoJ. Cleavage of Early Mouse Embryo with Damaged DNA. Int J Mol Sci 2022;23:3516.35408877 10.3390/ijms23073516PMC8998204

[gaae045-B7] Biase FH , CaoX, ZhongS. Cell fate inclination within 2-cell and 4-cell mouse embryos revealed by single-cell RNA sequencing. Genome Res 2014;24:1787–1796.25096407 10.1101/gr.177725.114PMC4216920

[gaae045-B8] Blake M , GarrisiJ, TomkinG, CohenJ. Sperm deposition site during ICSI affects fertilization and development. Fertil Steril 2000;73:31–37.10632408 10.1016/s0015-0282(99)00465-3

[gaae045-B9] Boiani M , CasserE, FuellenG, ChristiansES. Totipotency continuity from zygote to early blastomeres: a model under revision. Reproduction 2019;158:R49–R65.30978695 10.1530/REP-18-0462

[gaae045-B10] Boiani M , EckardtS, ScholerHR, McLaughlinKJ. Oct4 distribution and level in mouse clones: consequences for pluripotency. Genes Dev 2002;16:1209–1219.12023300 10.1101/gad.966002PMC186284

[gaae045-B11] Casser E , IsraelS, SchlattS, NordhoffV, BoianiM. Retrospective analysis: reproducibility of interblastomere differences of mRNA expression in 2-cell stage mouse embryos is remarkably poor due to combinatorial mechanisms of blastomere diversification. Mol Hum Reprod 2018;24:388–400.29746690 10.1093/molehr/gay021

[gaae045-B12] Casser E , IsraelS, WittenA, SchulteK, SchlattS, NordhoffV, BoianiM. Totipotency segregates between the sister blastomeres of two-cell stage mouse embryos. Sci Rep 2017;7:8299.28811525 10.1038/s41598-017-08266-6PMC5557898

[gaae045-B13] Cavaleri F , GentileL, ScholerHR, BoianiM. Recombinant human albumin supports development of somatic cell nuclear transfer embryos in mice: toward the establishment of a chemically defined cloning protocol. Cloning Stem Cells 2006;8:24–40.16571075 10.1089/clo.2006.8.24

[gaae045-B14] Chen EY , TanCM, KouY, DuanQ, WangZ, MeirellesGV, ClarkNR, Ma’ayanA. Enrichr: interactive and collaborative HTML5 gene list enrichment analysis tool. BMC Bioinformatics 2013;14:128.23586463 10.1186/1471-2105-14-128PMC3637064

[gaae045-B15] Ciemerych MA , MesnardD, Zernicka-GoetzM. Animal and vegetal poles of the mouse egg predict the polarity of the embryonic axis, yet are nonessential for development. Development 2000;127:3467–3474.10903172 10.1242/dev.127.16.3467

[gaae045-B16] Cooke S , TylerJP, DriscollGL. Meiotic spindle location and identification and its effect on embryonic cleavage plane and early development. Hum Reprod 2003;18:2397–2405.14585893 10.1093/humrep/deg447

[gaae045-B17] Currie CE , FordE, Benham WhyteL, TaylorDM, MihalasBP, ErentM, MarstonAL, HartshorneGM, McAinshAD. The first mitotic division of human embryos is highly error prone. Nat Commun 2022;13:6755.36347869 10.1038/s41467-022-34294-6PMC9643329

[gaae045-B18] Dalcq AM. Introduction to General Embryology. London, UK: Oxford University Press, 1957.

[gaae045-B19] De los Santos MJ , ApterS, CoticchioG, DebrockS, LundinK, PlanchaCE, PradosF, RienziL, VerheyenG, WoodwardB et al; ESHRE Guideline Group on Good Practice in IVF Labs. Revised guidelines for good practice in IVF laboratories (2015). Hum Reprod 2016;31:685–686.26908842 10.1093/humrep/dew016

[gaae045-B20] Deng Q , RamskoldD, ReiniusB, SandbergR. Single-cell RNA-seq reveals dynamic, random monoallelic gene expression in mammalian cells. Science 2014;343:193–196.24408435 10.1126/science.1245316

[gaae045-B21] Denker HW. Cell lineage, determination and differentiation in earliest developmental stages in mammals. Bibl Anat 1983;24:22–58.6342603

[gaae045-B22] Desai N , GillP. Blastomere cleavage plane orientation and the tetrahedral formation are associated with increased probability of a good-quality blastocyst for cryopreservation or transfer: a time-lapse study. Fertil Steril 2019;111:1159–1168.e1.30982605 10.1016/j.fertnstert.2019.02.019

[gaae045-B23] Driesch H. The potency of the first two cleavage cells in Echinoderm development. Experimental production of partial and double formations. In: WillierBH, OppenheimerJM (eds). Foundations of Experimental Embryology. Englewood Cliffs, NJ: Prentice-Hall, 1964 (1892), 38–51.

[gaae045-B24] Duncan FE , MossSB, SchultzRM, WilliamsCJ. PAR-3 defines a central subdomain of the cortical actin cap in mouse eggs. Dev Biol 2005;280:38–47.15766746 10.1016/j.ydbio.2004.12.034

[gaae045-B25] Ebner T , HoggerlA, OppeltP, RadlerE, EnzelsbergerSH, MayerRB, PetekE, SheblO. Time-lapse imaging provides further evidence that planar arrangement of blastomeres is highly abnormal. Arch Gynecol Obstet 2017;296:1199–1205.28932956 10.1007/s00404-017-4531-5

[gaae045-B26] Edwards RG. Genetics of polarity in mammalian embryos. Reprod Biomed Online 2005;11:104–114.16102297 10.1016/s1472-6483(10)61305-3

[gaae045-B27] Eichenlaub-Ritter U , ShenY, TinnebergHR. Manipulation of the oocyte: possible damage to the spindle apparatus. Reprod Biomed Online 2002;5:117–124.12419035 10.1016/s1472-6483(10)61613-6

[gaae045-B28] Elizarraras JM , LiaoY, ShiZ, ZhuQ, PicoAR, ZhangB. WebGestalt 2024: faster gene set analysis and new support for metabolomics and multi-omics. Nucleic Acids Res 2024;52:W415–W421.38808672 10.1093/nar/gkae456PMC11223849

[gaae045-B29] Evans JP , FosterJA, McAveyBA, GertonGL, KopfGS, SchultzRM. Effects of perturbation of cell polarity on molecular markers of sperm-egg binding sites on mouse eggs. Biol Reprod 2000;62:76–84.10611070 10.1095/biolreprod62.1.76

[gaae045-B30] FitzHarris G , MarangosP, CarrollJ. Cell cycle-dependent regulation of structure of endoplasmic reticulum and inositol 1,4,5-trisphosphate-induced Ca2+ release in mouse oocytes and embryos. Mol Biol Cell 2003;14:288–301.12529444 10.1091/mbc.E02-07-0431PMC140245

[gaae045-B31] Fraser LR , DruryLM. The relationship between sperm concentration and fertilization in vitro of mouse eggs. Biol Reprod 1975;13:513–518.1203407 10.1095/biolreprod13.5.513

[gaae045-B32] Gardner RL. Can developmentally significant spatial patterning of the egg be discounted in mammals? Hum Reprod Update 1996;2:3–27.9079400 10.1093/humupd/2.1.3

[gaae045-B33] Gardner RL. Scrambled or bisected mouse eggs and the basis of patterning in mammals. Bioessays 1999;21:271–274.10377889 10.1002/(SICI)1521-1878(199904)21:4<271::AID-BIES2>3.0.CO;2-C

[gaae045-B34] Gardner RL , DaviesTJ. The basis and significance of pre-patterning in mammals. Philos Trans R Soc Lond B Biol Sci 2003;358:1331–1338. discussion 1338–1339.14511479 10.1098/rstb.2003.1322PMC1693237

[gaae045-B35] Gardner RL , DaviesTJ. An investigation of the origin and significance of bilateral symmetry of the pronuclear zygote in the mouse. Hum Reprod 2006;21:492–502.16210387 10.1093/humrep/dei318

[gaae045-B36] Gonzalez-Arranz S , GardnerJM, YuZ, PatelNJ, HeldrichJ, SantosB, CarballoJA, JaspersenSL, HochwagenA, San-SegundoPA. SWR1-independent association of H2A.Z to the LINC complex promotes meiotic chromosome motion. Front Cell Dev Biol 2020;8:594092.33195270 10.3389/fcell.2020.594092PMC7642583

[gaae045-B37] Graham CF , WindsorS, AjdukA, TrinhT, VincentA, JonesC, CowardK, KalsiD, Zernicka-GoetzM, SwannK et al Dynamic shapes of the zygote and two-cell mouse and human. Biol Open 2021;10:bio059013.10.1242/bio.059013PMC871398834935907

[gaae045-B38] Gray D , PlusaB, PiotrowskaK, NaJ, TomB, GloverDM, Zernicka-GoetzM. First cleavage of the mouse embryo responds to change in egg shape at fertilization. Curr Biol 2004;14:397–405.15028215 10.1016/j.cub.2004.02.031

[gaae045-B39] Heberle H , MeirellesGV, da SilvaFR, TellesGP, MinghimR. InteractiVenn: a web-based tool for the analysis of sets through Venn diagrams. BMC Bioinformatics 2015;16:169.25994840 10.1186/s12859-015-0611-3PMC4455604

[gaae045-B40] Hertwig O. Das Problem der Befruchtung und der Isotropie des Eies. Eine Theorie der Vererbung. Jenaische Zeitschrift für Naturwissenschaft 1884;18:276–318.

[gaae045-B41] Hertwig O. Ueber den Werth der ersten Furchungszellen für die Organbildung des Embryo Experimentelle Studien am Frosch-und Tritonei. Archiv f Mikrosk Anat 1893;42:662–807.

[gaae045-B42] Hiiragi T , SolterD. First cleavage plane of the mouse egg is not predetermined but defined by the topology of the two apposing pronuclei. Nature 2004;430:360–364.15254539 10.1038/nature02595

[gaae045-B43] Hupalowska A , JedrusikA, ZhuM, BedfordMT, GloverDM, Zernicka-GoetzM. CARM1 and paraspeckles regulate pre-implantation mouse embryo development. Cell 2018;175:1902–1916.e13. e1913.30550788 10.1016/j.cell.2018.11.027PMC6292842

[gaae045-B44] Iwata K , MioY. Observation of human embryonic behavior in vitro by high-resolution time-lapse cinematography. Reprod Med Biol 2016;15:145–154.29259431 10.1007/s12522-015-0231-7PMC5715854

[gaae045-B45] Jin H , HanY, WangH, LiJXH, ShenW, ZhangL, ChenL, JiaS, YuanP, ChenH et al The second polar body contributes to the fate asymmetry in the mouse embryo. Natl Sci Rev 2022;9:nwac003.35919785 10.1093/nsr/nwac003PMC9337984

[gaae045-B46] Junyent S , MeglickiM, VetterR, MandelbaumR, KingC, PatelEM, Iwamoto-StohlL, ReynellC, ChenDY, RubinoP et al The first two blastomeres contribute unequally to the human embryo. Cell 2024;187:2838–2854.e17.38744282 10.1016/j.cell.2024.04.029

[gaae045-B47] Kim J , LeeJ, JunJH. Advantages of the outgrowth model for evaluating the implantation competence of blastocysts. Clin Exp Reprod Med 2020;47:85–93.32521581 10.5653/cerm.2019.03216PMC7315857

[gaae045-B48] Kimura Y , YanagimachiR. Intracytoplasmic sperm injection in the mouse. Biol Reprod 1995;52:709–720.7779992 10.1095/biolreprod52.4.709

[gaae045-B49] Kline D , MehlmannL, FoxC, TerasakiM. The cortical endoplasmic reticulum (ER) of the mouse egg: localization of ER clusters in relation to the generation of repetitive calcium waves. Dev Biol 1999;215:431–442.10545249 10.1006/dbio.1999.9445

[gaae045-B50] Krawczyk K , KosylE, Częścik-ŁysyszynK, WyszomirskiT, MaleszewskiM. Developmental capacity is unevenly distributed among single blastomeres of 2-cell and 4-cell stage mouse embryos. Sci Rep 2021;11:21422.34728646 10.1038/s41598-021-00834-1PMC8563712

[gaae045-B51] Lawrence M , HuberW, PagesH, AboyounP, CarlsonM, GentlemanR, MorganMT, CareyVJ. Software for computing and annotating genomic ranges. PLoS Comput Biol 2013;9:e1003118.23950696 10.1371/journal.pcbi.1003118PMC3738458

[gaae045-B52] Littwin T , DenkerHW. Segregation during cleavage in the mammalian embryo? A critical comparison of whole-mount/CLSM and section immunohistochemistry casts doubts on segregation of axis-relevant leptin domains in the rabbit. Histochem Cell Biol 2011;135:553–570.21626127 10.1007/s00418-011-0816-0

[gaae045-B53] Maemura M , TaketsuruH, NakajimaY, ShaoR, KakiharaA, NogamiJ, OhkawaY, TsukadaYI. Totipotency of mouse zygotes extends to single blastomeres of embryos at the four-cell stage. Sci Rep 2021;11:11167.34045607 10.1038/s41598-021-90653-1PMC8160171

[gaae045-B54] Maleszewski M , KimuraY, YanagimachiR. Sperm membrane incorporation into oolemma contributes to the oolemma block to sperm penetration: evidence based on intracytoplasmic sperm injection experiments in the mouse. Mol Reprod Dev 1996;44:256–259.9115725 10.1002/(SICI)1098-2795(199606)44:2<256::AID-MRD16>3.0.CO;2-0

[gaae045-B55] Mashiko D , IkedaZ, YaoT, TokoroM, FukunagaN, AsadaY, YamagataK. Chromosome segregation error during early cleavage in mouse pre-implantation embryo does not necessarily cause developmental failure after blastocyst stage. Sci Rep 2020;10:854.31965014 10.1038/s41598-020-57817-xPMC6972754

[gaae045-B56] McDougall A , HebrasC, PruliereG, BurgessD, CostacheV, DumollardR, ChenevertJ. Role of PB1 midbody remnant creating tethered polar bodies during meiosis II. Genes (Basel) 2020;11:1394.33255457 10.3390/genes11121394PMC7760350

[gaae045-B57] Mizutani E , YamagataK, OnoT, AkagiS, GeshiM, WakayamaT. Abnormal chromosome segregation at early cleavage is a major cause of the full-term developmental failure of mouse clones. Dev Biol 2012;364:56–65.22266425 10.1016/j.ydbio.2012.01.001

[gaae045-B58] Mori M , YaoT, MishinaT, EndohH, TanakaM, YonezawaN, ShimamotoY, YonemuraS, YamagataK, KitajimaTS et al RanGTP and the actin cytoskeleton keep paternal and maternal chromosomes apart during fertilization. J Cell Biol 2021;220:e202012001.10.1083/jcb.202012001PMC840446534424312

[gaae045-B59] Morris SA , GuoY, Zernicka-GoetzM. Developmental plasticity is bound by pluripotency and the Fgf and Wnt signaling pathways. Cell Rep 2012;2:756–765.23041313 10.1016/j.celrep.2012.08.029PMC3607220

[gaae045-B60] Motosugi N , BauerT, PolanskiZ, SolterD, HiiragiT. Polarity of the mouse embryo is established at blastocyst and is not prepatterned. Genes Dev 2005;19:1081–1092.15879556 10.1101/gad.1304805PMC1091742

[gaae045-B61] Okabe M , ShirasawaH, OnoY, GotoM, IwasawaT, SakaguchiT, FujishimaA, OnoderaY, MakinoK, MiuraH et al An approach for live imaging of first cleavage in mouse embryos using fluorescent chemical probes for DNA, microtubules, and microfilaments. Reprod Med Biol 2023;22:e12551.38023339 10.1002/rmb2.12551PMC10680128

[gaae045-B62] Pfeiffer MJ , TaherL, DrexlerH, SuzukiY, MakałowskiW, SchwarzerC, WangB, FuellenG, BoianiM. Differences in embryo quality are associated with differences in oocyte composition: a proteomic study in inbred mice. Proteomics 2015;15:675–687.25367296 10.1002/pmic.201400334

[gaae045-B63] Piotrowska K , WiannyF, PedersenRA, Zernicka-GoetzM. Blastomeres arising from the first cleavage division have distinguishable fates in normal mouse development. Development 2001;128:3739–3748.11585800 10.1242/dev.128.19.3739

[gaae045-B64] Piotrowska K , Zernicka-GoetzM. Role for sperm in spatial patterning of the early mouse embryo. Nature 2001;409:517–521.11206548 10.1038/35054069

[gaae045-B65] Piotrowska-Nitsche K , ChanAW. Effect of sperm entry on blastocyst development after in vitro fertilization and intracytoplasmic sperm injection—mouse model. J Assist Reprod Genet 2013;30:81–89.23224695 10.1007/s10815-012-9896-6PMC3553354

[gaae045-B66] Plusa B , GrabarekJB, PiotrowskaK, GloverDM, Zernicka-GoetzM. Site of the previous meiotic division defines cleavage orientation in the mouse embryo. Nat Cell Biol 2002a;4:811–815.12360292 10.1038/ncb860

[gaae045-B67] Plusa B , HadjantonakisAK, GrayD, Piotrowska-NitscheK, JedrusikA, PapaioannouVE, GloverDM, Zernicka-GoetzM. The first cleavage of the mouse zygote predicts the blastocyst axis. Nature 2005;434:391–395.15772664 10.1038/nature03388

[gaae045-B68] Plusa B , PiotrowskaK, Zernicka-GoetzM. Sperm entry position provides a surface marker for the first cleavage plane of the mouse zygote. Genesis 2002b;32:193–198.11892007 10.1002/gene.10027

[gaae045-B69] Scheffler K , UrajiJ, JentoftI, CavazzaT, MonnichE, MogessieB, SchuhM. Two mechanisms drive pronuclear migration in mouse zygotes. Nat Commun 2021;12:841.33547291 10.1038/s41467-021-21020-xPMC7864974

[gaae045-B70] Schindelin J , Arganda-CarrerasI, FriseE, KaynigV, LongairM, PietzschT, PreibischS, RuedenC, SaalfeldS, SchmidB et al Fiji: an open-source platform for biological-image analysis. Nat Methods 2012;9:676–682.22743772 10.1038/nmeth.2019PMC3855844

[gaae045-B71] Schulz LC , RobertsRM. Dynamic changes in leptin distribution in the progression from ovum to blastocyst of the pre-implantation mouse embryo. Reproduction 2011;141:767–777.21444625 10.1530/REP-10-0532PMC3214761

[gaae045-B72] Seidel F. Die Entwicklungspotenzen einer isolierten Blastomere des Zweizellenstadiums im Säugetierei. Naturwissenschaften 1952;39:355–356.

[gaae045-B73] Seidel F. Die Entwicklungsfähigkeiten isolierter Furchungszellen aus dem Ei des Kaninchens Oryctolagus cuniculus. W Roux’ Archiv Entwicklungsmechanik 1960;152:43–130.10.1007/BF0057522028354918

[gaae045-B74] Simerly CR , TakahashiD, JacobyE, CastroC, HartnettC, HewitsonL, NavaraC, SchattenG. Fertilization and cleavage axes differ in primates conceived by conventional (IVF) versus intracytoplasmic sperm injection (ICSI). Sci Rep 2019;9:15282.31653971 10.1038/s41598-019-51815-4PMC6814755

[gaae045-B5621274] Summers MC, , McGinnisLK, , LawittsJA, , RaffinM, , BiggersJD. IVF of mouse ova in a simplex optimized medium supplemented with amino acids. Hum Reprod 2000;15:1791–1801.10920105 10.1093/humrep/15.8.1791

[gaae045-B75] Suzuki R , YaoT, OkadaM, NagaiH, KhurchabiligA, KobayashiJ, YamagataK, SugimuraS. Direct cleavage during the first mitosis is a sign of abnormal fertilization in cattle. Theriogenology 2023;200:96–105.36805250 10.1016/j.theriogenology.2023.01.028

[gaae045-B76] Tam PPL. First mitotic division: getting it right at the start. Nat Cell Biol 2002;4:E232.12360303 10.1038/ncb1002-e232

[gaae045-B77] Tarkowski AK. Experiments on the development of isolated blastomers of mouse eggs. Nature 1959;184:1286–1287.13836947 10.1038/1841286a0

[gaae045-B78] Van Der Westerlaken LA , HelmerhorstFM, HermansJ, NaaktgeborenN. Intracytoplasmic sperm injection: position of the polar body affects pregnancy rate. Hum Reprod 1999;14:2565–2569.10527988 10.1093/humrep/14.10.2565

[gaae045-B79] van Marion ES , SpeksnijderJP, HoekJ, BoellaardWPA, Dinkelman-SmitM, ChavliEA, Steegers-TheunissenRPM, LavenJSE, BaartEB. Time-lapse imaging of human embryos fertilized with testicular sperm reveals an impact on the first embryonic cell cycle. Biol Reprod 2021;104:1218–1227.33690817 10.1093/biolre/ioab031PMC8181962

[gaae045-B80] VerMilyea MD , ManeckM, YoshidaN, BlochbergerI, SuzukiE, SuzukiT, SpangR, KleinCA, PerryAC. Transcriptome asymmetry within mouse zygotes but not between early embryonic sister blastomeres. EMBO J 2011;30:1841–1851.21468028 10.1038/emboj.2011.92PMC3101998

[gaae045-B81] Wang J , WangL, FengG, WangY, LiY, LiX, LiuC, JiaoG, HuangC, ShiJ et al Asymmetric expression of LincGET biases cell fate in two-cell mouse embryos. Cell 2018;175:1887–1901.e18. e1818.30550787 10.1016/j.cell.2018.11.039

[gaae045-B82] Wang Y , ZhengX, ChengR, HanJ, MaX, XuW, GaoL, LeiA, LiuJ, QuanF et al Asymmetric expression of maternal mRNA governs first cell-fate decision. FASEB J 2021;35:e22006.34694646 10.1096/fj.202101196R

[gaae045-B83] Wolf FA , AngererP, TheisFJ. SCANPY: large-scale single-cell gene expression data analysis. Genome Biol 2018;19:15.29409532 10.1186/s13059-017-1382-0PMC5802054

[gaae045-B84] Wong CC , LoewkeKE, BossertNL, BehrB, De JongeCJ, BaerTM, Reijo PeraRA. Non-invasive imaging of human embryos before embryonic genome activation predicts development to the blastocyst stage. Nat Biotechnol 2010;28:1115–1121.20890283 10.1038/nbt.1686

[gaae045-B85] Wortzman-Show GB , KurokawaM, FissoreRA, EvansJP. Calcium and sperm components in the establishment of the membrane block to polyspermy: studies of ICSI and activation with sperm factor. Mol Hum Reprod 2007;13:557–565.17575288 10.1093/molehr/gam042

[gaae045-B86] Yamagata K , SuetsuguR, WakayamaT. Assessment of chromosomal integrity using a novel live-cell imaging technique in mouse embryos produced by intracytoplasmic sperm injection. Hum Reprod 2009;24:2490–2499.19574276 10.1093/humrep/dep236

[gaae045-B87] Yanez LZ , HanJ, BehrBB, PeraRAR, CamarilloDB. Human oocyte developmental potential is predicted by mechanical properties within hours after fertilization. Nat Commun 2016;7:10809.26904963 10.1038/ncomms10809PMC4770082

[gaae045-B88] Yang HY , LeahyBD, JangWD, WeiD, KalmaY, RahavR, CarmonA, KopelR, AzemF, VenturasM et al BlastAssist: a deep learning pipeline to measure interpretable features of human embryos. Hum Reprod 2024;39:698–708.38396213 10.1093/humrep/deae024PMC11648949

[gaae045-B89] Yang ST , ShiJX, GongF, ZhangSP, LuCF, TanK, LengLZ, HaoM, HeH, GuYF et al Cleavage pattern predicts developmental potential of day 3 human embryos produced by IVF. Reprod Biomed Online 2015;30:625–634.25892500 10.1016/j.rbmo.2015.02.008

[gaae045-B90] Yao T , SuzukiR, FurutaN, SuzukiY, KabeK, TokoroM, SugawaraA, YajimaA, NagasawaT, MatobaS et al Live-cell imaging of nuclear-chromosomal dynamics in bovine in vitro fertilised embryos. Sci Rep 2018;8:7460.29748644 10.1038/s41598-018-25698-wPMC5945782

[gaae045-B91] Yao T , UedaA, KhurchabiligA, MashikoD, TokoroM, NagaiH, ShoT, MatobaS, YamagataK, SugimuraS. Micronucleus formation during early cleavage division is a potential hallmark of preimplantation embryonic loss in cattle. Biochem Biophys Res Commun 2022;617:25–32.35689839 10.1016/j.bbrc.2022.05.075

[gaae045-B92] Zernicka-Goetz M. Fertile offspring derived from mammalian eggs lacking either animal or vegetal poles. Development 1998;125:4803–4808.9806928 10.1242/dev.125.23.4803

[gaae045-B93] Zhang B , KirovS, SnoddyJ. WebGestalt: an integrated system for exploring gene sets in various biological contexts. Nucleic Acids Res 2005;33:W741–748.15980575 10.1093/nar/gki475PMC1160236

[gaae045-B94] Zhao Y , ZhangM, LiuJ, HuX, SunY, HuangX, LiJ, LeiL. Nr5a2 ensures inner cell mass formation in mouse blastocyst. Cell Rep 2024;43:113840.38386558 10.1016/j.celrep.2024.113840

[gaae045-B95] Zheng JG , HuoT, ChenT, WangC, ZhangN, TianN, ZhaoF, LuD, ChenD, MaW et al Understanding three-dimensional spatial relationship between the mouse second polar body and first cleavage plane with full-field optical coherence tomography. J Biomed Opt 2013;18:10503.23238420 10.1117/1.JBO.18.1.010503

# Supplementary material for: Animal and vegetal materials of mouse oocytes segregate at first zygotic cleavage: a simple mechanism that makes the two-cell blastomeres differ reciprocally from the start
**Source:** Mol Hum Reprod. 2024 Dec 30;31(1):gaae045. doi: 10.1093/molehr/gaae045
**Supplement:** gaae045_Supplementary_Data

## Supplementary information files

### **Animal and vegetal materials of mouse oocytes segregate at first zygotic cleavage: a simple mechanism that makes the 2-cell blastomeres differ reciprocally from the start**

Thomas Nolte, Reza Halabian, Steffen Israel, Yutaka Suzuki, Roberto A. Avelar, Daniel Palmer, Georg Fuellen, Wojciech Makalowski, Michele Boiani

Supplementary figure S1. Analysis of twin blastocysts obtained from monozygotic blastomeres.

Supplementary figure S2. Further evidence that different fertilization topologies lead to distinct gene expression profiles in 2-cell embryos.

Supplementary table S1. Overview of the number of analyzed genes in this transcriptome study of single blastomeres and blastocysts, with summary of the filtering criteria applied to the RNA-seq data.

Supplementary table S2. Developmental validation of ICSI zygote viability after 24 h immobilization.

Supplementary table S3. TPM values of the single blastomeres (55 pairs, 7492 genes).

Supplementary table S4. Transcripts of DNA-damage repair genes detected in this study.

Supplementary table S5. TPM values of intact and twin blastocysts (19 pairs, 7660 genes).

## Supplementary figures

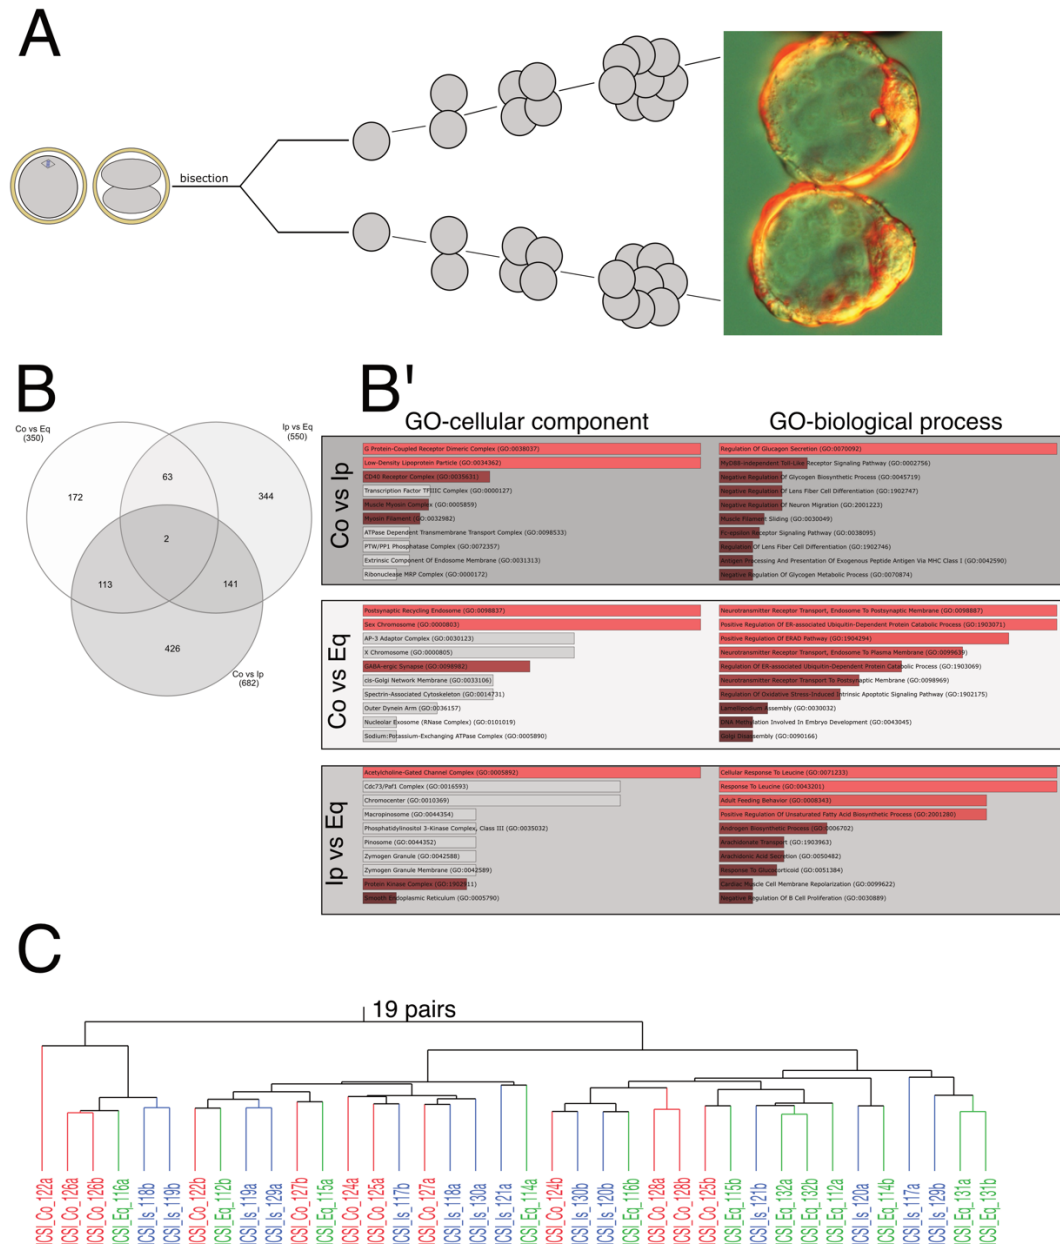

**Supplementary figure S1. Analysis of twin blastocysts obtained from monozygotic blastomeres.** Fourteen pairs of blastocysts from each ICSI group (total  $n = 42$ ) were processed for RNA-seq, with an average sequencing depth  $2.9 \pm 1.1$  million uniquely mapped reads per specimen of single blastocysts. After applying the same pipeline and the same quality control criteria as for the blastomeres (Supplementary Table S1), 7660 mRNAs were retained across 6, 7 and 6 pairs (total pairs  $n = 19$ ) of twin blastocysts from the contralateral, ipsilateral and equatorial group, respectively (GSE241089, Supplementary Table S3). **(A)**. Scheme and representative image of twin blastocysts from a split 2-cell embryo. **(B)**. Venn diagram representation (rendered with *InteractiVenn*; Heberle *et al.*, 2015) of the differences of gene expression between twin blastocysts of the three ICSI groups. **(B')**. The differently expressed genes specific to each comparison (contralateral vs ipsilateral ICSI, contralateral vs equatorial ICSI, ipsilateral vs equatorial ICSI) were subjected to GO analysis using *Enrichr* (Chen *et al.*, 2013). **(C)**. The blastocysts' transcriptomes were subjected to non-supervised hierarchical clustering analysis to see if they would return the original three ICSI groups. The coding system is as follows: ICSI\_‘Co’ or ‘Eq’ or ‘Is’\_Embryo number\_‘a’ or ‘b’, to indicate the one or the other twin (‘a’ or ‘b’) of a given embryo (‘Embryo number’) from contralateral, equatorial or ipsilateral ICSI.

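In the blastocysts 17324 of the 32285 genes were counted in at least 2 samples and had at least 10 reads, 14490 of these were not predicted genes, and 10780 had a known length and a median TPM above 0. Each of the 69 blastocysts had at least 4000 detected genes, the minimum set for this stage.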

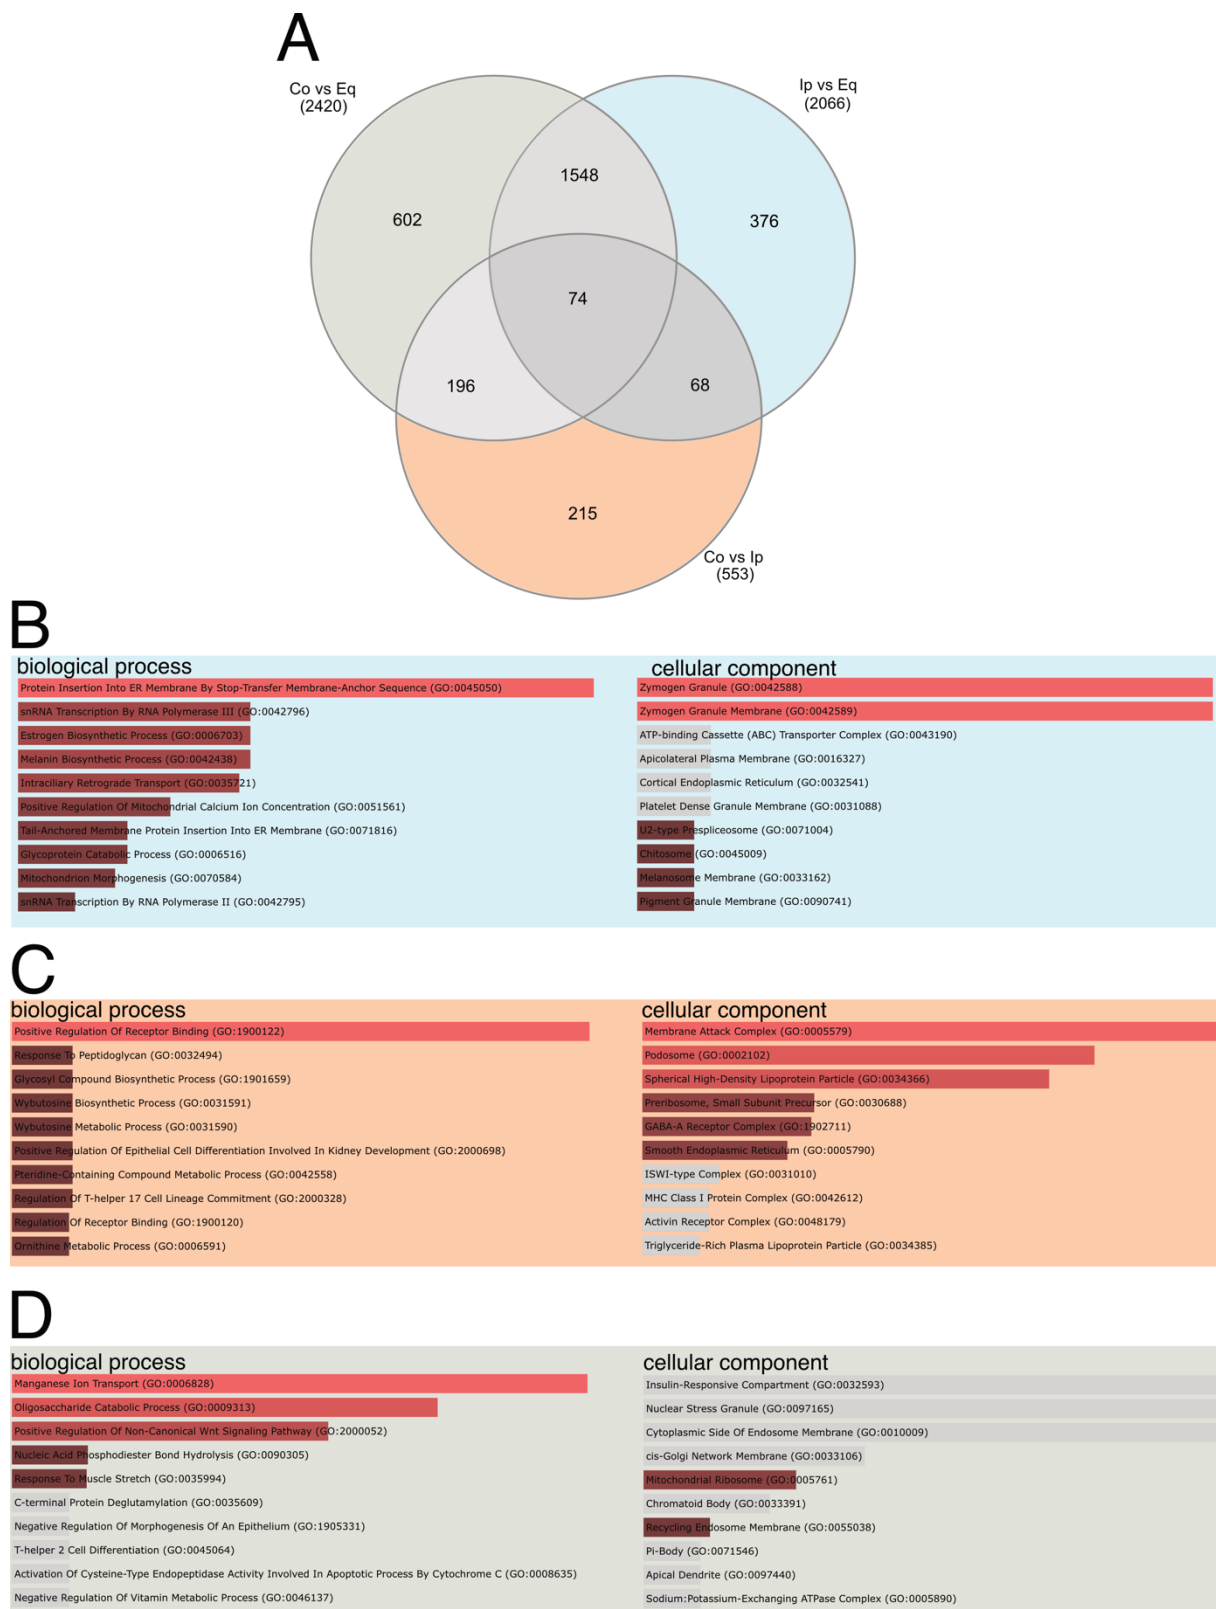

**Supplementary figure S2. Further evidence that different fertilization topologies lead to distinct gene expression profiles in 2-cell embryos. (A).** Venn diagram representation (rendered with *InteractiVenn*; Heberle *et al.*, 2015) of the differences of gene expression between whole 2-cell embryos of the three ICSI groups. **(B).** Differently expressed genes specific to the comparison between contralateral and equatorial ICSI. **(C).** Differently expressed genes specific to the comparison between ipsilateral and equatorial ICSI. **(D).** Differently expressed genes specific to the comparison between contralateral and ipsilateral ICSI. GO analysis performed with *Enrichr* (Chen *et al.*, 2013).

## Supplementary tables

**Supplementary table S1. Overview of the number of analyzed genes in this transcriptome study of single blastomeres and blastocysts, with summary of the filtering criteria applied to the RNA-seq data.**

|                                                                          | Blastomeres | Blastocysts |
|--------------------------------------------------------------------------|-------------|-------------|
| Number of Genes in the annotation file (gff3) used for mapping           | 32285       | 32285       |
| Number of genes after filtering for expression per cell and mapped reads | 21778       | 17342       |
| Number of non-predicted genes                                            | 14194       | 11370       |
| Number of genes with non-zero TPM median (used for further analyses)     | 7492        | 7660        |

**Supplementary table S2. Developmental validation of ICSI zygote viability after 24h immobilization.**

| Fertilization |               |      | Embryo outcome |       |                   |             |
|---------------|---------------|------|----------------|-------|-------------------|-------------|
| ICSI          |               | -/-  | B/-            | B/B   | consolidated rate | Sample size |
|               | contralateral | 0.35 | 0.12           | 0.54  | 0.6               | 233         |
|               | equatorial    | 0.35 | 0.17           | 0.48  | 0.57              | 234         |
|               | ipsilateral   | 0.48 | 0.14           | 0.38  | 0.45              | 234         |
|               | NF            | 0.08 | 0.18           | 0.74  | 0.83              | 203         |
| ICSI          |               | -/-  | OG/-           | OG/OG | consolidated rate | Sample size |
|               | contralateral | 0.14 | 0.14           | 0.71  | 0.78              | 14          |
|               | equatorial    | 0.0  | 0.4            | 0.6   | 0.8               | 40          |
|               | ipsilateral   | 0.0  | 0.29           | 0.71  | 0.86              | 14          |
|               | NF            | 0.0  | 0.33           | 0.67  | 0.84              | 12          |

**NOTE.** To confirm viability, the blastomeres of 2-cell embryos were mechanically separated from each other. Rates of dual blastomere survival during bisection were similar across the three groups (contralateral ICSI;  $64 \pm 12\%$ , 7 sessions, 233 pairs survived; equatorial ICSI:  $60 \pm 18\%$ , 7 sessions, 234 pairs survived; ipsilateral ICSI:  $68 \pm 16\%$ , 7 sessions, 234 pairs survived) albeit lower than those of naturally fertilized counterparts ( $83 \pm 16\%$ , 6 sessions, 203 pairs survived). After bisection, they were followed up through 72 h of development post-bisection i.e. approx. 96 h from ICSI. Given the paired nature of the data, blastocyst (B) formation was scored as B/B (observed in both members of the pair), B/- (observed in one member of the pair), or -/- (observed in neither member). The consolidated rates ( $1 \times \text{rate B/B} + \frac{1}{2} \times \text{rate B/-} + 0 \times \text{rate -/-}$ ) were different among the ICSI groups ( $p = 0.0044$ , chi-square test) and were also lower for ICSI than for NF ( $p = 8.1E-13$ , chi-square test). Blastocysts were assayed for further development via the outgrowth (OG) assay. Also in this case, given the paired nature of the data, OG formation was scored as OG/OG (observed in both members of the pair), OG/- (observed in one member of the pair), or -/- (observed in neither member). Total N of pairs examined are provided as 'sample size'. Abbreviations: B, blastocyst; NF, natural fertilization; OG, outgrowth.

**Supplementary table S3. TPM values of single blastomeres (55 pairs, 7492 genes)**

<https://dx.doi.org/10.6084/m9.figshare.24796470>

**Supplementary table S4. Transcripts of DNA-damage repair genes detected in this study**

**NOTE.** Pairwise statistical comparisons of the expression levels (TPM) of DNA repair genes between 2-cell embryos of the ICSI groups (Co, Ip, Eq). Uncorrected P values are provided and the significant ( $p < 0.05$ ; t test) values are also highlighted in pink color. Note that no mathematical correction for multiple comparisons was applied. In the first column the members of the family of DNA repair genes are broken down into subfamilies. Abbreviations: Co, contralateral ICSI; Eq, equatorial ICSI; Ip, ipsilateral ICSI; TPM, transcripts per million.

**Supplementary table S5. TPM values of intact and twin blastocysts (7660 genes)**

<https://dx.doi.org/10.6084/m9.figshare.24633843>

How the deposited data were processed for this re-analysis (not part of the article)

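Single blastomeres of 2-cell mouse embryos after contralateral, ipsilateral or equatorial ICSI, and single twin and intact blastocysts of the same groups, were sequenced as full-length cDNA. The authors trimmed the reads with Trimmomatic, kept the first 100 bases of the first reads where the libraries were paired-end with 150 bases (dataset 1, blastomeres), and aligned them with STAR in its SmartSeq mode, without strand, to GRCm38 with GENCODE M23. The authors deposited counts per gene and sample, whole numbers without normalization, of 32285 genes in 125 blastomeres and 69 blastocysts. A deposited matrix with reads of the same start and end counted once holds the same counts in each of 4035625 entries for blastomeres and 2227665 for blastocysts, so the planned comparison of counts with and without such collapsing gives no separate value. A SMART-Seq library has no molecular identifiers, so a count is not an independent molecule, and intervals cover counting error only. The ICSI group, the pair, the sister letter and the plate were taken from the sample labels.

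CPM and TPM were computed here. Exonic lengths for TPM are the union of exons in GENCODE M21 of GRCm38, which has 32235 of the genes; the others hold 0.00557% of the counts in blastomeres and 0.00232% in blastocysts. The authors used a later release, M23, and the effect of that difference was not tested. The study's filters were applied: at least 9500 detected genes per blastomere and 4000 per blastocyst, both sisters kept, genes counted in at least 2 samples and with at least 10 reads, no predicted genes, and a median TPM above 0. This left 55 pairs of blastomeres and 10047 genes, and 19 pairs of twins, 31 intact blastocysts and 10780 genes. The design fixed before the data were examined read the mitochondrial limit of 0.02% as a fraction if the percentage removed most blastomeres, which it does, and 48 pairs would then remain. The main values depart from it and use the study's 55 pairs, a change made once the numbers of pairs were known and before any groups were compared. The counts of genes called, the fold changes of named genes, the clusters, the pair matches, the sister distances and the top-100 lists were also computed for the 48 pairs and for all 62 pairs. The gene sets, the splits and permutations and the comparisons of depth were not. The 7 blastomeres under the minimum number of genes and those without a sister enter the main values nowhere.

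Total counts had a median of 1340425 in the 110 blastomeres (360474 to 2100561), 1093478 in the 38 twins (713410 to 2161062) and 705837 in the 31 intact blastocysts (234099 to 1254428). The largest count of a gene was 6130 in a blastomere and 6486 in a blastocyst. In simulated counts of the same samples with 200 genes changed by about 2-fold, edgeR recovered 37.0% of the changed genes tested between contralateral and equatorial, 39.1% between ipsilateral and equatorial and 46.7% between contralateral and ipsilateral ICSI in 2-cell embryos. The shares were 55.7%, 59.3% and 54.6% in twins, 20.6%, 11.8% and 14.4% in intact blastocysts, and 74.4% between twin and intact blastocysts. At an unadjusted p under 0.05, the rank-sum test recovered 78.0%, 79.5% and 80.0% in 2-cell embryos and called 4.99%, 4.39% and 5.00% of the unchanged genes. The exact rank-sum test recovered 76.5%, 76.0% and 71.5% in twins, and 0 of them after adjustment.

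The embryo was the replicate, with both sisters or twins added. The tests were the 2-sided Wilcoxon rank-sum test on added TPM as in the study (exact enumeration in the twins), and edgeR's quasi-likelihood test on added counts (TMM, filterByExpr, robust dispersion, Benjamini-Hochberg adjustment, threshold 0.05) with plate as a covariate for 2-cell embryos. DNA repair genes were tested with 100000 permutations of the group labels and, as a set, with fry and camera. Clustering used Ward linkage on standardized TPM, divided into 3, with labels permuted over embryos. Distances between sisters were 1 minus the Spearman correlation. The alternatives were DESeq2, RLE factors, no plate term, depth covariates, plate 1 alone, CPM, log2 with a pseudocount of 1, other linkages and distances, other filters and other sets of pairs. Software was Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, with the random seed 20241115.

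Genes named in the text are those the study names about these data (Xist, the Zscan4 genes, Brca2 and Znhit1, while 1 further item is not reported here), the 3 DNA repair genes with the smallest permutation p in each comparison with the equatorial ICSI, the 3 genes with the smallest adjusted p in each edgeR comparison with calls, the 5 genes with the largest mean difference between sisters, the sex transcripts Xist, Ddx3y, Eif2s3y, Kdm5d and Uty, and lists for maternal, trophectoderm, epiblast, primitive endoderm and cumulus genes. The p-values of Supplementary Table S4 had been seen when this rule was written. The shared genes named in Fig. 5B′ were to be tested as a set, which was not done because the list is held here only as a picture. GO annotation was not used here, and the functional terms of Figs 3B and 5A were not analysed here, nor were the imaging, outgrowth and embryo transfer experiments.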

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

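The tests of library depth and of adding the counts of both twins, and the test of depth for ipsilateral embryo 56, were chosen after the result was seen, while the regrouping of the blastocysts was fixed earlier.

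The paper reports both twin and intact blastocysts but compares only the sites of ICSI. Between the kinds, with the site as a covariate, edgeR called 3967 of 9379 genes (19 twin pairs with counts added, 31 intact blastocysts), 1909 higher and 2058 lower in twins. Slc7a8 had a log2 fold change of -2.59 (standard error 0.16, adjusted p = 1.1e-20), Trp53inp1 of -2.28 (0.15, adjusted p = 7.4e-20) and Slc1a1 of -1.96 (0.13, adjusted p = 7.8e-20). Of 60 splits of the blastocysts into groups of the same sizes, the real one included, 1 gave as many calls, so chance can be excluded. Adding the counts of both twins argues little for the pattern, since 1 twin per pair gave 3505 calls with twin a and 3820 with twin b. Twin a libraries were still 0.79 deeper on the log2 scale and had 892 more detected genes than the intact ones, and with both measures as covariates 2236 genes were called, 1908 of them among the 3967. Depth is thus excluded as the whole cause, while a part of the calls may come from it. By list, 7 of 7 epiblast genes were higher in twins (median log2 fold change 0.80, fry p = 2.0e-08, camera p = 0.0782), as were 44 of 54 DNA repair genes (median 0.47, fry p = 7.6e-11, camera p = 0.0523). Trophectoderm genes had a median of -0.43 with 3 of 8 higher (fry p = 3.9e-04, camera p = 0.201), and primitive endoderm genes had no shift by either test (fry p = 0.193, camera p = 0.555). None of these lists passed camera's test. With RLE factors the medians kept their signs, at 0.86 for epiblast and -0.38 for trophectoderm. Bisection of the 2-cell embryo, and any difference in handling between the kinds, stay open as untested explanations.

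Within plate 2, the 8 ipsilateral 2-cell embryos had a mean mitochondrial share of counts between 1.26% and 1.53%, except embryo 56 at 2.03%. It stands further from the others than an outlier test for 8 values allows. Of 15 combinations of group and measure tested, 1 had an outlier, and chance gives about 1 in 20. The excess lies in sister b, with 2.54%, while sister a had 1.53% and the other blastomeres of the group at most 1.66%. Sister b also had the lowest total count of the 16 blastomeres, 1196895 against at least 1356927 in the others, and the fewest detected genes, 10348 against at least 10768. A poorer library may account for the share, and so may a state of that cell, and 1 blastomere cannot decide between them. Sequencing depth and a biological explanation stay open, and no biological explanation was tested.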

How the results depend on the processing

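Chosen after the data were seen were the tests with counts thinned to 1 total, with library size or detected genes alone as covariate, with depth covariates in twin a, and with gene symbols in alphabetical order. The limit of 2% on the mitochondrial share was fixed in the design but replaced as the main setting by the study's 55 pairs before groups were compared. Of 505 values under an alternative, 427 kept direction and side of the threshold, and of 210 values of named genes 202 did. The counts of genes between each polar and the equatorial group stayed within 1.5 times under CPM, plate 1 alone, all 62 pairs, RLE factors, no plate term and DESeq2. The matrix with duplicates collapsed is identical to the count table (0 entries differ) and gives no separate value. No paired analysis was possible because embryos of different ICSI groups share no animal, day or number in the labels. Where a value changed, the cause was not tested, except where stricter adjustment or fewer pairs or genes account for it by construction.

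In 2-cell embryos, Benjamini-Hochberg adjustment in place of unadjusted p gave 1847 (contralateral against equatorial), 1286 (ipsilateral against equatorial) and 0 genes (contralateral against ipsilateral) by the rank-sum test, against 3353, 2799 and 818. The 0 stands beside 0 by edgeR (555 unadjusted) and 0 by DESeq2. Genes in both polar comparisons fell to 1005, those only in the ipsilateral one to 281, and those only between the poles to 0. Without the median filter the latter were 484. With edgeR, against 1733, 874 and 0, both depth covariates gave 1067 and 51 genes in the comparisons with the equatorial group, detected genes alone 1017 and 61, and thinned counts with detected genes 901 and 84. Library size alone gave 184 in the ipsilateral comparison. The balance there moved from 451 higher and 423 lower to 51 and 0, 54 and 7, and 151 and 33 with both covariates, detected genes and library size. Keeping every gene with a count gave 3930, 2603 and 1577, and the 2% mitochondrial limit 1104 in the contralateral comparison. Under that limit the adjusted rank-sum calls were 900 and 875. The direction of the rank-sum calls moved with CPM, from 1157 higher and 2196 lower to 1548 and 1704 in the contralateral comparison, and from 1157 and 1642 to 1483 and 1270 in the ipsilateral one.

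Of the DNA repair genes, the 2% limit left 12 at an unadjusted p and 6 adjusted over the list alone in the contralateral comparison, against 19 and 11. CPM left 7 adjusted over the list alone, and edgeR 7, with 4 in the ipsilateral comparison. Between the poles plate 1 gave 7 at an unadjusted p and edgeR 2, against 4. Znhit1, lower in contralateral than in equatorial embryos, had a log2 fold change of 0.19 under the 2% limit, the reverse direction.

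In blastocysts, DESeq2 called 6, 1 and 1 genes in twins and 1 in the contralateral comparison of intact blastocysts, and keeping every gene with a count gave 1 in the ipsilateral comparison of twins, where edgeR called 0. The exact rank-sum test in twins called 0, 0 and 0 genes after adjustment. Each twin as its own value gave 623 in the ipsilateral comparison and 826 between the poles, and alphabetical symbols 389 in the contralateral one. Between twin and intact blastocysts, keeping every gene with a count gave 6385 and depth covariates in twin a 2236, against 3967.

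Average linkage gave an adjusted Rand index of 0.00171, no longer past the threshold. It formed clusters of 2 and 1 blastomeres and put all the others in 1 cluster, so this index cannot inform on the groups. The differences in pair matches were never past the threshold and changed sign with the setting. The contralateral share minus the equatorial one was -3.30 percentage points with CPM on the log scale, against 6.23, and 35.9 with the 2000 most variable genes. The ipsilateral share minus the equatorial one, 1.47, was -12.8 with direct joins alone, -8.06 with standardized log values and with CPM on the log scale, -0.366 with log values, -3.30 with average linkage and -6.67 with all 62 pairs, but 16.8 with the 2000 most variable genes and 16.1 in plate 1. It was 0 under the 2% limit and with 13 pairs per group. The sister distance of ipsilateral against equatorial ICSI passed the threshold in plate 1 (-0.0437), and between the poles it reversed under the 2% limit (-0.00777). Divided by the distance of non-sisters, the differences lay near 0 and reversed often. For contralateral against equatorial they were -0.0657 with Pearson correlation, -0.0544 in plate 1, -0.00581 with all pairs and -0.0540 under the 2% limit. For ipsilateral against equatorial they were 0.0186 with Euclidean distance, 0.00323 with Pearson correlation, 0.0114 with thinned counts and 0.00535 under the 2% limit. Between the poles they were -0.0690, -0.0333 and -0.00843 with Pearson correlation, plate 1 and thinned counts, and -0.0593 under the 2% limit. Genes shared among the top 100 numbered 6 with log2 differences and 0 with relative ones, against 60.

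With symbols in alphabetical order, the share of blastomeres with a count was 0.909% for Xist, 0.909% for Zscan4b, 4.55% for Zscan4c and 0% for Zscan4d, Zscan4e and Zscan4f. The polar groups had more detected genes than the equatorial one, so a covariate for them removes part of any group effect that moves with it.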

Differences from the paper's values

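The order of gene symbols, the t tests (on groups of 13 to 21 embryos) and the comparison over every blastomere in the table are tests chosen after seeing the values, and the other settings were fixed before the data were examined.

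In twin blastocysts the rank-sum test called 596 genes between contralateral and equatorial ICSI, where the paper's value is about 350 in Supplementary Fig. S1B, read by eye. CPM gave 583, each twin as its own value 845 and adjustment 0, all of which differ. Alphabetical symbols, chosen after seeing the values, gave 389, which does not.

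For the pair matches the p between the groups was 1 here, by an exact test, and the paper's is 0.08, by a chi-square test. The tests thus differ, and a chi-square test was not made here. None of the settings tried came within 1.5 times of it, and the nearest were the 2000 most variable genes (p = 0.133), while the others lay between 0.605 and 1.

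In ipsilateral against equatorial ICSI the paper's text gives p = 0.07 for Brca2, against p = 0.915 here. The paper's Supplementary Table S4, which names a t test, gives another value for it, p = 0.04292. In contralateral against equatorial ICSI the table has the paper's p = 0.17287 for Brca2, against p = 0.623 here. For Ddb1 the paper's values are p = 0.00019 and p = 0.00041 (contralateral, then ipsilateral), against p = 2.0e-05 and p = 3.0e-05 here. For Rad23b the paper's values are p = 0.16879 and p = 0.22462, against p = 0.00013 and p = 1.0e-05 (the smallest that permutations can give) here. For Usp1 the paper's are p = 0.34985 and p = 0.32243, against p = 0.00058 and p = 0.00158. For Slx1b in the ipsilateral comparison the paper's is p = 0.69948, against p = 0.00027. The values here are permutation p-values of the rank sum. Under the deposited labels, Welch's test, chosen after seeing the values, gave p = 0.771 and p = 0.651 for Brca2, p = 9.02e-07 and p = 1.39e-07 for Ddb1, p = 0.000126 and p = 9.56e-06 for Rad23b, p = 0.00162 and p = 0.00373 for Usp1 and p = 0.00292 for Slx1b, which all differ. Under alphabetical symbols, chosen after seeing the values, the same test gave p = 0.172 and p = 0.0425 for Brca2, p = 0.000194 and p = 0.000417 for Ddb1, p = 0.169 and p = 0.225 for Rad23b, p = 0.349 and p = 0.322 for Usp1 and p = 0.697 for Slx1b, each within 1.5 times of the table. Student's test under the same order gave p = 0.163 and p = 0.0305 for Brca2, p = 0.162 and p = 0.170 for Rad23b, p = 0.348 and p = 0.353 for Usp1 and p = 0.707 for Slx1b, also within 1.5 times, but p = 0.000973 and p = 0.00143 for Ddb1, which differ. No setting fixed before the data were examined was compared with these single p-values.

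In units of 1000000, the paper's depth of 3.5 ± 1.3 per blastomere and 2.9 ± 1.1 per blastocyst is in uniquely mapped reads, while the mean totals here, 1.29 and 0.953, are counts on genes, another quantity.

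The paper states that Xist and Zscan4 were absent in the paper's 110 blastomeres. Here the blastomeres without a count numbered 62 for Xist, 19 for Zscan4b, 3 for Zscan4c, 0 for Zscan4d, 36 for Zscan4e and 11 for Zscan4f. Over every blastomere in the table they numbered 67, 26, 8, 3, 47 and 18, which also differ. Under alphabetical symbols, chosen after seeing the values, they were 105 for Zscan4c and 110 each for Zscan4d, Zscan4e and Zscan4f, and Xist and Zscan4b had a count in 1 of the 110 blastomeres each, values that do not differ from the paper's statement by this measure.

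The paper's Results describe the remaining DNA repair genes as unaffected in each comparison, while its Discussion describes a higher expression of a minority of them after contralateral and ipsilateral than after equatorial ICSI, without correction for multiple comparisons. Here 19, 13 and 4 of 52 had an unadjusted p under 0.05, and over the same genes the paper's own Supplementary Table S4 lists 18, 16 and 4. Gene by gene, its p-values were unrelated to those of Student's t test here. The Spearman coefficients over 61 genes were 0.0536, 0.134 and -0.0573. The similar counts therefore do not show that the same genes differed. By the rank-sum test on TPM, 5 of the 19 and 4 of the 13 were higher after polar ICSI and the others lower. With CPM it was 6 of 16 and 6 of 12, and with plate 1 alone 5 of 17 and 5 of 14. By edgeR, genes at an unadjusted p under 0.05 lay on both sides. Sycp3 had log2 fold changes of 0.80 and 0.49, and Ddb1 of -0.60 and -0.67 (contralateral, then ipsilateral). The Discussion's increase in a minority of genes is not contradicted by these values. The paper describes transcripts of early embryos as present without naming them. Of the maternal transcripts chosen here, Gdf9, Bmp15 and Dppa3 were counted in 110 of 110 blastomeres. Of 46 values compared, 26 did not differ by this measure, which lets a count lie up to 1.5 times from the paper's. Among them were the genes retained (10047 against the paper's 7492, and 10780 against the paper's 7660), so the paper's numbers were exceeded at both stages. Alphabetical symbols gave 7379 and 7541 for these, and 1508 genes shared by the polar comparisons against 2055 here and the paper's 1548.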

Other observations

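The tests of depth and detected genes in 2-cell embryos beyond the joint covariates for the ipsilateral group, the tests of total counts and library size, the regroupings for edgeR's genes at an unadjusted p, and those of the order of gene symbols were chosen after the result was seen, while the other regroupings, plate, position, pairing and sex tests were fixed earlier.

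Between polar and equatorial ICSI in 2-cell embryos, 1 of 100 splits of the embryos (the real one) gave as many rank-sum calls in the contralateral and 1 of 100 in the ipsilateral comparison, and the same numbers, 1 and 1 of 100, held for edgeR, so chance can be excluded. Between the poles 9 of 100 splits reached the 818 rank-sum calls, and 15 of 100 reached the 555 genes at an unadjusted p by edgeR (0 called; DESeq2 0 with 683 unadjusted), so chance cannot be excluded. The plate is argued against as the cause, since plate 1 alone gave 2884 rank-sum calls between ipsilateral and equatorial embryos. Position on the plate was tested where 1 group lies apart from itself: contralateral embryos of plate row J against those of A to C gave 671 calls, while equatorial embryos in groups of the same sizes gave a median of 2562 (1783 to 2970 in 30 draws), so position alone does not reach the difference. Random splits of the contralateral embryos gave a median of 444. Counting depth as the whole cause is argued against, because 793 genes were still called between ipsilateral and equatorial embryos when each embryo was thinned to the smallest total. With library size alone as a covariate, edgeR called 184 genes in the ipsilateral and 1485 in the contralateral comparison, 177 and 1406 of them among those called without it, so in the ipsilateral group a property that moves with library size cannot be told apart from the site. Detected genes are another matter. With both depth measures as covariates edgeR called 1067 genes in the contralateral and 51 in the ipsilateral comparison, and with detected genes alone 1017 and 61. For the contralateral group depth is excluded as the whole cause. For the ipsilateral group it cannot be told apart from the site, since detected genes follow the site (14132 per embryo against 13491, permutation p = 0.00735), and after thinning they still do (13405 against 12990, p = 0.0426). A candidate explanation is that polar ICSI leaves more kinds of transcript, and another is that the libraries of the equatorial embryos were less complete. Both are hypotheses.

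The overlap of both comparisons with equatorial ICSI was larger than a shared control gave under permuted labels. Of 100 groupings of permuted labels, the real labels included, 1 gave an overlap as large. A property of the equatorial embryos other than the site, such as less complete libraries, would give such an overlap too. The permutations cannot exclude it.

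In blastocysts, 10, 43 and 9 of 100 splits gave as many rank-sum calls in twins as the real groups (contralateral against equatorial, ipsilateral against equatorial, contralateral against ipsilateral). By edgeR, which called 0 genes (DESeq2 6, 1 and 1 in twins, and 1, 0 and 0 in intact blastocysts), genes at an unadjusted p numbered 728, 426 and 754 in twins and 629, 338 and 522 in intact blastocysts. As many were reached by 8, 56 and 5 of 100 splits in twins and by 12, 48 and 13 of 100 in intact blastocysts. Chance cannot be excluded for any of these. Twin and intact blastocysts are independent embryos, and their log2 fold changes for contralateral against equatorial ICSI correlated across genes with a Spearman coefficient of 0.104, a value that 4 of 100 permutations reached. In the ipsilateral comparison and between the poles it was 0.0846 and 0.0285, reached by 37 and 75. From 2-cell embryos to intact blastocysts it was -0.0187, 0.138 and -0.0104, reached by 92, 29 and 61. With this many comparisons, 4 of 100 leaves chance in a small design open.

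Sisters sat in neighbouring wells, which could make them alike through carry-over. Non-sisters in neighbouring wells were at a median distance of 0.225, no nearer than non-sisters further apart in the same plate row (0.213, 2-sided permutation p = 0.175), and sisters at 0.200, so carry-over is argued against. Between sisters a and b, edgeR called 0 genes (525 unadjusted; signed-rank test 0 adjusted and 698 unadjusted). Of 4 splits, 1, the real letters, gave as many at an unadjusted p, against a median of 287 in the others. A set of 4 splits cannot decide on chance.

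The number of shared top-100 differences does not depend on pairing true sisters: 97 of 100 random pairings of non-sisters shared as many genes. Such pairings keep both the level and the length of each transcript, so they cannot show that expression level alone is the cause. With CPM, which leaves gene length out, 51 genes were shared, of which 24 were among the 60. Of the 60, 0 are under 200 nt. Without genes under that length and immune receptor segments, 59 genes were shared, which argues against genes that short as the cause. Length above 200 nt stays open for the others, since the 60 have a median length of 1039 nt against 4680 nt for all genes ranked.

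The order of pair matches, contralateral over ipsilateral over equatorial, was kept in 25 of 100 draws of 13 pairs per group. The contralateral matches lay above the equatorial ones in 89 of the draws and below them in 2 (median 8 against 6), which goes against the number of blastomeres in the tree for that part, while the ipsilateral ones lay above in 49 and below in 19. The draws reuse the same pairs, and the number of blastomeres may still contribute to the full order.

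Twins carry the same sex, which checks the labels. Xist lay above the summed CPM of Ddx3y, Eif2s3y and Uty in both twins or below it in both in 19 of 19 pairs (9 and 10), against a median of 9 with random partners (permutation p = 2.0e-05). This holds for the sum and not for each Y transcript alone, since Xist lay above some of them in single male twins. Ddx3y was counted in both twins of 10 pairs and in neither twin of the other 9. Twins paired at random are argued against, while an exchange between pairs of the same sex would not be seen.

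The p-values of Supplementary Table S4 are unrelated to those computed by Student's t test from the counts with the deposited labels, with Spearman coefficients across its 61 genes of 0.0536, 0.134 and -0.0573 for the comparisons in the order contralateral against equatorial, ipsilateral against equatorial and contralateral against ipsilateral. A hypothesis is that in that table symbols and lengths were laid in alphabetical order, capital letters first, against values that stayed in the order of the deposited rows. Under this order the coefficients were 0.993, 0.985 and 1.00, and in 1000 random orders they stayed between -0.432 and 0.432. With Welch's t test 9, 15 and 18 of the 61 p-values lay within 1.5 times of the table under the deposited labels, and 61, 61 and 61 in alphabetical order. With Student's they were 10, 13 and 18, and 48, 46 and 61. It is the only one of 23 orders tried that is reported here for its closeness, and the test could have failed. Deposited labels out of order are argued against: under them the 13 mitochondrial genes lie at a median percentile of 99.9 of mean CPM in blastomeres (25.8 in alphabetical order), ribosomal protein genes at 92.5 (41.3), maternal genes at 96.6 (74.6), and trophectoderm genes in blastocysts at 97.4 (66.8). The transcripts of Xist, Ddx3y, Eif2s3y and Uty in twins hold 10839 counts under the deposited labels and 1 in alphabetical order. Znhit1 had 3.81 CPM under the deposited labels and 2257 in alphabetical order. Of the 60 genes shared among the top 100, 0 are among the 69 shared in alphabetical order. The hypothesis concerns gene names and lengths only, and the sample groups are not affected by it. No biological explanation was tested.

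Lists of maternal, trophectoderm, epiblast, primitive endoderm and cumulus genes were tested between the ICSI groups in 36 tests, and the smallest adjusted p of fry was 0.224. The unadjusted p of fry ranged in 2-cell embryos from 0.178 to 0.474 for maternal, 0.0295 to 0.479 for trophectoderm, 0.0331 to 0.538 for epiblast, 0.264 to 0.852 for primitive endoderm and 0.0542 to 0.539 for cumulus genes. In twins they ranged from 0.0132 to 0.767 for maternal, 0.0373 to 0.436 for trophectoderm, 0.0961 to 0.671 for epiblast and 0.345 to 0.646 for primitive endoderm genes. In intact blastocysts they ranged from 0.00942 to 0.338 for trophectoderm, 0.0794 to 0.597 for epiblast and 0.0782 to 0.851 for primitive endoderm genes. DNA repair genes as a set had fry p = 0.685, 0.0928 and 0.193 in twins and 0.863, 0.485 and 0.588 in intact blastocysts. Without regard to direction, fry gave p = 0.100, 0.465 and 0.00334 in twins and 0.313, 0.695 and 0.188 in intact blastocysts, so the set differed between contralateral and ipsilateral twins by this test, without adjustment over the 6 tests. There 6 of its 57 genes had an unadjusted p under 0.05, and 0 were called when adjusted over the list alone or over all genes. Of 8 maternal genes, 5 were called between contralateral and equatorial 2-cell embryos when adjusted over the list alone and 3 over all genes.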
